# Zfp281 Functions as a Transcriptional Repressor for Pluripotency of Mouse Embryonic Stem Cells

**DOI:** 10.1002/stem.736

**Published:** 2011-09-13

**Authors:** Miguel Fidalgo, P Chandra Shekar, Yen-Sin Ang, Yuko Fujiwara, Stuart H Orkin, Jianlong Wang

**Keywords:** Zfp281, Nanog, Embryonic stem cells, Transcriptional repressor, Self-renewal, Pluripotency

## Abstract

Embryonic stem cells (ESCs) derived from preimplantation blastocysts have unique self-renewal and multilineage differentiation properties that are controlled by key components of a core regulatory network including Oct4, Sox2, and Nanog. Understanding molecular underpinnings of these properties requires identification and characterization of additional factors that act in conjunction with these key factors in ESCs. We have previously identified Zfp281, a Krüppel-like zinc finger transcription factor, as an interaction partner of Nanog. We now present detailed functional analyses of Zfp281 using a genetically ablated null allele in mouse ESCs. Our data show that while Zfp281 is dispensable for establishment and maintenance of ESCs, it is required for their proper differentiation in vitro. We performed microarray profiling in combination with previously published datasets of Zfp281 global target gene occupancy and found that Zfp281 mainly functions as a repressor to restrict expression of many stem cell pluripotency genes. In particular, we demonstrated that deletion of Zfp281 resulted in upregulation of Nanog at both the transcript and protein levels with concomitant compromised differentiation of ESCs during embryoid body culture. Chromatin immunoprecipitation experiments demonstrated that Zfp281 is required for Nanog binding to its own promoter, suggesting that Nanog-associated repressive complex(es) involving Zfp281 may fine-tune Nanog expression for pluripotency of ESCs.

## INTRODUCTION

Embryonic stem cells (ESCs) are pluripotent cells derived from the inner cell mass of blastocysts [1]. ESCs can self-renew and retain their potential to differentiate into all cell types of the three germ layers, a phenomenon often referred to as pluripotency. Self-renewal and pluripotency of ESCs are regulated by the core transcription factors Oct4, Nanog, and Sox2 [2] along with other genetic and epigenetic factors [3]. Together they form a transcriptional regulatory network controlling the expression of many downstream target genes to establish and maintain pluripotency of ESCs [4–6]. The core transcription factors, particularly Nanog and Oct4, physically interact with each other and with other transcription factors [7–9] linking multiple corepressor complexes [10–12]. Loss of function for many of these interacting proteins leads to loss of pluripotency and/or early embryonic defects [7–9, 11] underscoring functional significance of additional factors in regulation of pluripotency. Therefore, dissecting the functions of various interacting partners of the core pluripotency factors will unravel the intricate details of the mechanisms governing ESC pluripotency.

The Krüppel-like zinc finger transcription factor Zfp281 was identified as an important interacting partner of Nanog in our previous study [9] and was subsequently confirmed also to be a partner of Oct4 and Sox2 [13]. The human homolog ZNF281 (also known as ZBP-99) was first cloned and identified as a transcriptional repressor binding to GC-rich promoters in human cells [14]. Studies so far have suggested that it mainly functions as a transcriptional repressor for regulation of downstream target genes [15, 16]. Zfp281/ZNF281 belongs to a novel class of transcription factors that contain a characteristic array of four Krüppel type zinc fingers and are phylogenetically conserved in mammals [14]. It has been shown that ZNF281 RNA is expressed ubiquitously at low levels, with elevated expression levels in placenta and in adult kidney, liver, and lymphocytes [15].

Several studies have implicated Zfp281/ZNF281 in regulating stem cell pluripotency and developmental processes. First, an earlier study [17] using transcriptomic profiling of human ESCs and their differentiated progenies identified ZNF281 as one of the upregulated transcriptional regulators in undifferentiated human ESCs. Second, a study of c-Myc-associated proteins in both colorectal cancer cells and human embryonic kidney cells identified ZNF281 as a novel c-Myc interacting partner [18]. c-Myc is an oncogene encoding a transcription factor that is important for stem cell maintenance [19] and induced pluripotency [20]. Third, Zfp281 has been identified and validated as a top candidate target of the skin microRNA-203, which promotes differentiation and represses stemness in epidermis [21]. This suggests that Zfp281 may also play a critical role in adult stem cell maintenance and in skin development. Fourth, genome-wide promoter analysis using chromatin immunoprecipitation (ChIP) combined with chip technology (ChIP-chip) of the SOX4 transcriptional network in human prostate cancer cells has identified ZNF281 as one of the direct transcriptional targets of SOX4, a critical developmental transcription factor required for precise differentiation and proliferation in multiple tissues and dysregulated in many types of human cancers [22]. Taken together, Zfp281/ZNF281 likely plays diverse roles in cell proliferation and differentiation, oncogenesis, stem cell maintenance, embryogenesis, and development.

The expression of Zfp281 is enriched in mouse ESCs relative to differentiated cells [13] and its promoter is bound by Oct4, Nanog, and Sox2 [23, 24], which suggests a possible function in maintenance of ESC pluripotency. Zfp281 binds to many common target genes bound by Oct4, Nanog, and Sox2 supporting its important role in transcriptional regulation of pluripotency [5, 13]. To further understand Zfp281 function in stem cell pluripotency, we report in this study the generation of a targeted Zfp281 allele in mouse ESCs as well as derivation and characterization of Zfp281 deficient ESCs. We found that, while Zfp281 is essential for early postimplantation mouse embryogenesis, Zfp281 is dispensable for establishment and maintenance of ESCs but required for their proper differentiation. We performed microarray analyses combined with available Zfp281 target gene occupancy datasets and demonstrated that Zfp281 functions as a transcriptional repressor to restrict expression of many pluripotency genes including *Nanog* in ESCs, consistent with our previous RNAi study [9]. We also found that depletion of Zfp281 results in delayed downregulation of stem cell markers and compromised differentiation during embryoid body (EB) culture. Finally, we performed ChIP to demonstrate that Zfp281 is required for Nanog binding to its own promoter and proposed a model to explain the repressor function of Zfp281 in Nanog transcriptional regulation of stem cell pluripotency.

## MATERIALS AND METHODS

### Generation of a *Zfp281* Gene Targeted Allele and Derivation of *Zfp281* Knockout ESC Lines

To construct the targeting vector, we amplified homologous arms from CJ7 ESC genomic DNA by polymerase chain reaction (PCR) for the left and right homologous arms, respectively. The PCR products were sequence verified and cloned into the pLNTK vector (a gift from the Alt Lab in Children's Hospital Boston). The final targeting vector was linearized with a *Pvu*I restriction site and electroporated into CJ7 ESCs. Drug selection (300 μg/ml G418) was applied 24 hours after electroporation and drug resistant clones were picked after 10 days. Positive clones were identified by Southern blotting with the two probes that are external and internal, respectively, to the targeting vector (Fig. 1A). Targeted clones with the normal karyotype were injected into host C57BL/6 blastocysts to make chimeric mice for germline transmission. Mice heterozygous for the targeted Zfp281 allele were identified by Southern blotting. Embryo manipulations and blastocyst outgrowth assays were performed as described [25]. The genotypes of derived lines were confirmed by Southern hybridization.

**Figure 1:**
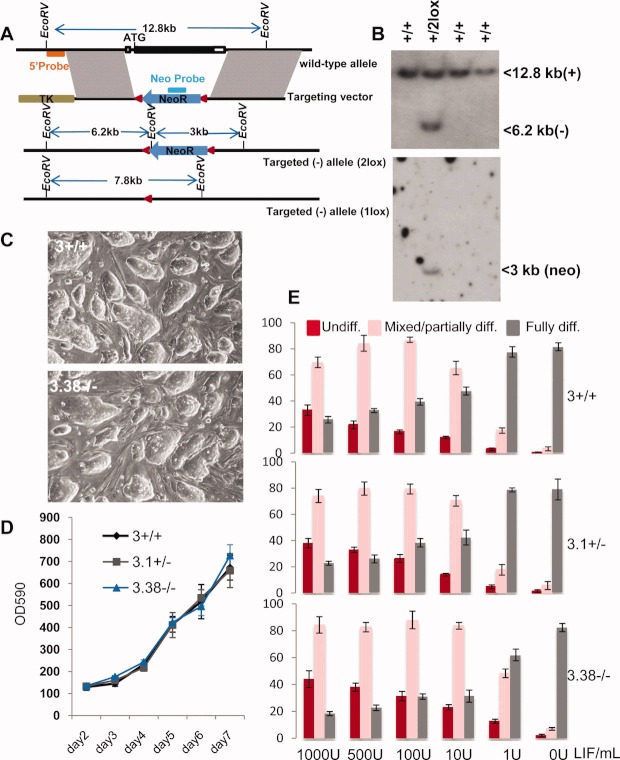
Establishment and characterization of Zfp281 deficient embryonic stem cell (ESC) lines. (A): Schematic depiction of gene targeting strategy for generation of the null allele of Zfp281. A targeting vector carrying a floxed neomycin resistance gene (neoR) cassette flanked by homologous sequences outside the two exons of Zfp281 was used to replace the Zfp281 gene in ESCs. Upon targeting, both exons of Zfp281 were replaced by a floxed NeoR cassette deleting all the coding regions of the gene. The orange and blue bars denote external and internal probes, respectively, for Southern hybridization. (B): Southern blot analyses of the ESC clones obtained from the Zfp281 targeting experiment. A probe external to the 5′ sequence of the targeting vector hybridizes to a 12.8-kb EcoRV fragment in the wild-type allele. Upon targeting, it hybridizes to a 6.2-kb fragment (2lox). The neoR cassette can be removed by transient Cre recombinase expression to generate the 7.8 kb null (1lox) allele (Supporting Information Fig. S1A). The same membrane was stripped off and rehybridized with a neo probe to confirm the correct targeting. (C): Morphology of Zfp281 deficient ESCs (bottom) compared with wild-type ESCs (top). (D): Growth curve 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) analysis of the wild-type, heterozygous and null ESCs. Error bars represent SD. (E): Colony formation assay of wild-type, heterozygous, and null ESCs. Cells were cultured at clonal density in the presence of a series of leukemia inhibitory factor (LIF) concentrations as indicated for 6 days and colonies were scored as fully undifferentiated (red), mixed or partially differentiated (pink), and fully differentiated (gray) based on the extent of alkaline phosphatase staining. Error bars represent SD.

### ESC Culture, Colony Formation, and MTT Assays

All ESC lines were cultured as described [9] and colony formation assay was performed as described [26]. ESC proliferation assay was done by plating approximately 200 cells in 96 wells in 100 μl ESC medium. 3-(4,5-Dimethylthiazol-2-Yl)-2,5-diphenyltetrazolium bromide (MTT) of 5 mg/ml (20 μl) was added to each well and the plate was incubated at 37°C for 2 hours. The media was removed and the incorporated formazan crystals were dissolved in 200 μl dimethyl sulfoxide (DMSO). The absorbance of the dissolved dye was read at 590 nm. The proliferation curve was obtained by plotting the absorbance over a time course of 7 days.

### EB Differentiation and Analysis

ESCs were adapted to feeder free culture conditions for five passages to completely deplete any remaining feeder cells. Approximately 1 × 10^6^ ESCs were cultured in suspension in low attachment bacterial grade petri dishes containing ESC medium without leukemia inhibitory factor (LIF). The medium was replenished every other day and EBs were harvested for RNA analysis. For size comparison of individual EBs, 11 randomly selected day 6 EBs each from wild-type and null ESCs were scored, imaged, and measured directly on screen (zoomed 50%) using Microsoft Office Document Imaging software.

### Cell Cycle and Apoptosis Analysis

Cell cycle analysis was performed by staining the DNA content of ESCs with propidium iodide (PI). ESCs were resuspended to single cells by trypsin treatment and then fixed in ice cold 70% ethanol for 1 hour at 4°C. Cells were treated with 50 μg/ml PI and 0.1 mg/ml RNase A for 40 minutes at 37°C. Cells were then washed with phosphate buffer saline (PBS) and the cell cycle profile was acquired by flow-cytometry using an LSR-II (BD Bioscience, San Jose, CA, www.bdbiosciences.com).

For apoptosis analysis, ESCs were resuspended to single cells by trypsin treatment and stained with PI and Annexin V-enhanced green fluorescent protein (EGFP) (GenScript, Piscataway, NJ, www.genscript.com) for 10 minutes. Cells were then washed with PBS and the apoptotic profile was acquired by flow-cytometry. Fluorescence-activated cell sorting (FACS) analysis data was analyzed using FlowJo software.

### Immunostaining and Western Blot Analysis

Cells were grown on cover slips and fixed for 10 minutes in 4% paraformaldehyde followed by permeabilization with 0.5% Triton X-100 for 6 minutes at room temperature. Cells were blocked with 3% horse serum in PBS and then incubated with a primary anti-Nanog antibody (Cosmo Bio USA, Inc, Carlsbad, CA, http://www.cosmobiousa.com) for 1 hour at room temperature. For Western blotting analysis, total protein was extracted with radioimmunoprecipitation assay buffer (RIPA) buffer containing 1x protease inhibitor cocktail (Roche Applied Science, Indianapolis, IN, https://www.roche-applied-science.com) and resolved on a 4%–20% gradient polyacrylamide gel. Protein was transferred onto a polyvinylidene fluoride (PVDF) membrane and hybridized with anti-Nanog (Chemicon, Millipore, Billerica, MA, www.millipore.com), anti-Oct4 (Santa Cruz Biotechnology, Santa Cruz, CA, www.scbt.com), and anti-β-actin (Abcam, Cambridge, MA, www.abcam.com/) antibodies.

### ChIP and qPCR

ChIP was performed on wild-type, heterozygous, and null ESCs using an anti-Nanog antibody (Cosmo Bio USA) as described previously [27]. Quantitative PCR (qPCR) analysis was done using the LightCycler 480 SYBR Green I Master System (Roche). Relative enrichment of regions of interest was calculated in comparison with the enrichment of unrelated regions (glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and β2-microglobulin). All primers used in this study are listed in Supporting Information Table 1.

### Gene Expression, Microarray, and GeneSet Enrichment Analyses

RNA was isolated from ESCs (and EBs) using Trizol (Invitrogen, Carlsbad, CA, www.invitrogen.com), according to the manufacturer's instructions. Reverse transcription was performed with the Superscript III First-Strand Synthesis System (Invitrogen). qPCR for marker gene expression analysis was performed as described above.

Microarray analysis was performed using Affymetrix mouse genome 430 2.0 array chips. All arrays were robust multi-array analysis (RMA) normalized. Differentially expressed genes (Log_2_ fold change >1 for upregulated, <−1 for downregulated) were identified, using Limma. Heat maps were generated by hierarchical clustering using Cluster 3.0 software and visualized using TreeView software. The microarray data have been deposited to the public domain (gene expression omnibus (GEO) accession# GSE30293).

Gene ontology (GO) analysis was performed using the DAVID online bioinformatics tool (http://david.abcc.ncifcrf.gov/). Gene set enrichment analysis (GSEA) was performed with GSEA software (http://www.broadinstitute.org/gsea/) using the following parameters: permutation, phenotype; metric, Signal2Noise; metric, weighted; and #permutation, 1,000. Venn diagrams are not plotted to scale.

## RESULTS

### Derivation and Characterization of Zfp281 Null ESCs

To introduce a null mutation at the *Zfp281* locus, we replaced the entire *Zfp281* gene comprising two exons with a floxed neomycin resistance gene and identified clones with correctly targeted alleles by Southern hybridization (Fig. 1A, 1B). Heterozygous ESCs with normal karyotype were injected into wild-type blastocysts to generate chimeras for germline transmission of the mutant allele. The resulting heterozygous mice were phenotypically normal, and staged embryo analysis of the heterozygous matings indicated that Zfp281 null embryos die between embryonic day 7.5 (E7.5) and E8.5 (data not shown), suggesting that mutant Zfp281 ESC lines may be derived by outgrowth of the E3.5 blastocysts from heterozygous matings. Indeed, we successfully derived multiple ESC lines with wild-type, heterozygous, and homozygous *Zfp281* alleles from three independent experiments (Fig. 1; Supporting Information Fig. S1 and Table S1). The null status of these mutant ESCs was further confirmed by the absence of Zfp281 transcripts in a reverse transcriptase (RT)-PCR assay (Supporting Information Fig. S1B).

To address if loss of Zfp281 affects ESC self-renewal, we performed alkaline phosphatase (AP) staining, apoptosis, cell cycle profile, and growth curve analyses in wild-type (+/+), heterozygous (+/−), and null (−/−) ESCs. We found that, similar to wild-type ESCs, Zfp281 null ESCs maintain characteristic ESC morphology (Fig. 1A) and are stained positive for AP activity under standard culture conditions (Supporting Information Fig. S1E), indicating mutant ESCs maintain an undifferentiated self-renewal state. We also found that the percentage of apoptotic cells in null ESCs was similar to that of wild-type and heterozygous ESCs (Supporting Information Fig. S1D), suggesting that the loss of Zfp281 does not affect ESC survival. Cell cycle profile analysis showed no significant differences in the cell cycle distribution of wild-type, heterozygous, and null ESCs (Supporting Information Fig. S1C). Furthermore, the proliferation of ESCs was analyzed over a period of 7 days by an MTT assay. Again, we did not observe a significant difference in the proliferation rates of multiple null ESCs relative to wild-type and heterozygous ESCs (Fig. 1A; Supporting Information Fig. S1F). These data suggest that Zfp281 is dispensable for survival and proliferation of ESCs.

To measure self-renewal of ESCs at the single cell level, we cultured cells in the presence and absence of LIF at clonal density and scored the colonies as undifferentiated, partially differentiated (mixed), and differentiated according to AP staining patterns. In the presence of 1,000 U/ml LIF, we observed statistically more undifferentiated and partially differentiated or mixed colonies and less fully differentiated colonies formed in null ESCs (3.34−/−) than in the wild-type (3.3+/+) and heterozygous (5+/−) ESCs (Supporting Information Fig. S1G, left). This result suggests that self-renewal of Zfp281 null ESCs was maintained and even slightly enhanced under standard ESC culture conditions. We also performed the colony formation assay in the absence of LIF, and observed no significant difference in colony formation among all three cell lines tested (Supporting Information Fig. S1G, right), indicating that the withdrawal of LIF did not have an additional impact on the self-renewal of null ESCs relative to their wild-type and heterozygous counterparts. We further tested the mutant ESCs for their sensitivity to the LIF concentration in the colony formation assay using independently derived lines. Under 10 and 1 U/ml of LIF, we detected relatively more undifferentiated and partially differentiated colonies and less fully differentiated colonies in mutant ESCs (3.38−/−) compared with wild-type (3+/+) and heterozygous (3.1+/−) ESCs (Fig. 1A), indicating a slight enhancement of self-renewal of the Zfp281 null ESCs. Together, our results demonstrate that Zfp281 is dispensable for derivation and maintenance of ESCs and may negatively regulate the self-renewal state of ESCs.

### Dysregulation of Pluripotency and Lineage Specific Markers in Zfp281 Null ESCs

To address how loss of Zfp281 affects expression of pluripotency and lineage specific genes, we analyzed the expression levels of various markers in the derived ESC lines. To ensure that dysregulation of marker gene expression is primarily due to loss of Zfp281, we rescued one of the null ESC lines with ectopic expression of Zfp281 cDNA under the control of the constitutively active CAG promoter (Fig. 2A). We identified a rescue clone that restored approximately 80% of wild-type level of *Zfp281* (Fig. 2A). The expression levels of pluripotency genes were upregulated by sixfold for *Nanog* and twofold each for *Oct4* and *Rex1* in the Zfp281 null ESCs (Fig. 2A). The introduction of transgenic Zfp281 restored their expression to levels closer or equivalent to wild-type levels (Fig. 2A). Interestingly, despite a higher expression level of *Nanog* in null ESCs, the expression of endoderm markers *Gata6*, *Gata4*, and *Hnf4* was also derepressed in both heterozygous and null ESCs and were restored to wild-type levels upon Zfp281 transgene expression (Fig. 2A), suggesting that the dysregulation of stem cell and endoderm markers observed in the null ESCs is the direct consequence of Zfp281 loss. The dysregulation of marker gene expression was also observed for other lineages such as primitive ectoderm (*Fgf5*), mesoderm (*T*), ectoderm (*Pax3*), and trophectoderm (*Cdx2*) (Fig. 2A). Ectopic expression of Zfp281 cDNA restores the expression levels of some but not all markers to wild-type levels, suggesting that dysregulation of some lineage specific markers could be due to a secondary effect upon Zfp281 loss. Alternatively, the 80% of wild-type level transgenic expression might be insufficient to achieve a complete rescue.

**Figure 2:**
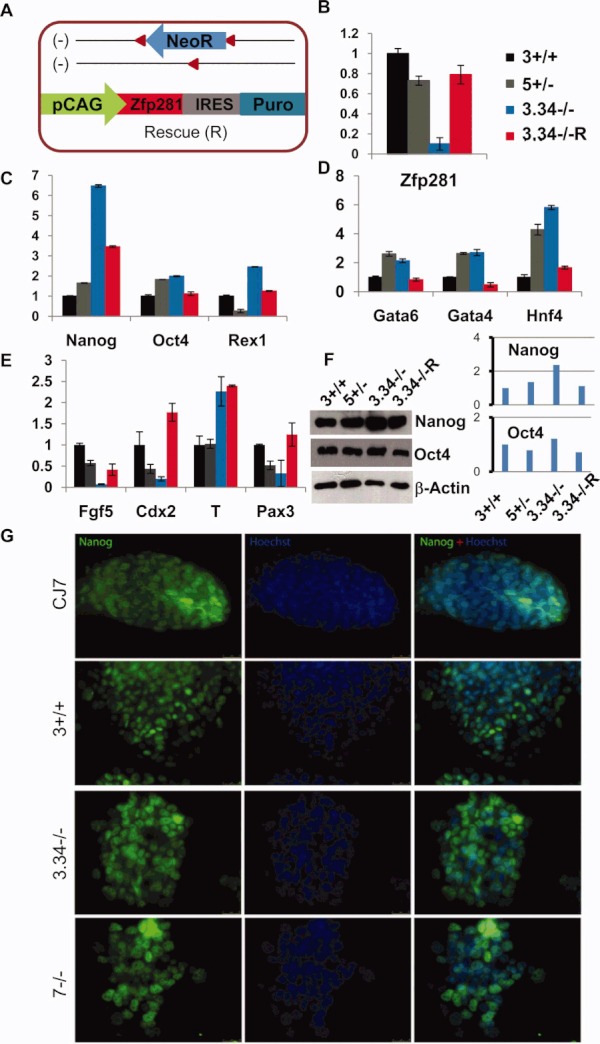
Dysregulation of pluripotency and lineage specific markers in Zfp281 deficient embryonic stem cells (ESCs). (A): Depiction of the strategy for transgenic rescue of Zfp281 deficient ESCs with the pPyCAG-Zfp281IP expression vector. The two null (−) alleles (with and without the neomycin resistance gene) are shown. (B): Quantitative reverse transcriptase-polymerase chain reaction (RT-PCR) analyses of expression levels of Zfp281 transcripts in wild-type, heterozygous, null, and rescued ESCs. Note that the rescue level of Zfp281 is approximately 80% of the wild-type level. “3.34−/−R” represents Zfp281 deficient ESCs in which expression of Zfp281 is restored by ectopic expression of transgenic Zfp281 cDNA. Error bars represent SD. (C): Quantitative RT-PCR for relative expression levels of pluripotency markers in ESCs. (D): Quantitative RT-PCR for relative expression levels of endodermal markers in ESCs. (E): Quantitative RT-PCR for relative expression levels of differentiation markers in ESCs. (F): Western blot analysis showing a higher level of Nanog but a relatively smaller increase of Oct4 expression in Zfp281 deficient ESCs. β-Actin was used as a loading control. Western data were scanned and density of target bands was quantified using the ImageJ Software of the NIH. Band density was normalized to that of the β-actin loading control. (G): Heterogeneous expression of Nanog in wild-type, heterozygous, and null ESCs. Note that expression of Nanog in Zfp281 null ESCs is still as heterogeneous as that in wild-type controls (CJ7 and 3+/+).

The slightly enhanced self-renewal of Zfp281 null ESCs (Fig. 1; Supporting Information Fig. S1) and pronounced upregulation of *Nanog* RNA expression in these cells (Fig. 2A) prompted us to further examine its expression at the protein level. We confirmed the upregulation of Nanog (approximately twofold) but a minimal increase of Oct4 expression by Western blot analysis in the mutant line (Fig. 2A). We performed similar studies in other independently derived lines and found that the data (Supporting Information Fig. S2A–S2E) are largely consistent with the above findings with minimal clonal variations for certain markers such as Rex1 and T in heterozygous and null cells, respectively. Therefore, our results demonstrate that Zfp281 is required for proper control of pluripotency and lineage marker gene expression in ESCs. Loss of Zfp281 leads to upregulation of several stem cell markers, particularly *Nanog*, and dysregulation of multiple lineage specific marker gene expression, particularly, derepression of the endoderm marker gene expression.

Nanog is heterogeneously expressed in ESCs, and the expression level of Nanog in individual ESCs dictates their self-renewal versus differentiation propensity [28]. To address whether upregulation of Nanog in Zfp281 null ESCs affects its heterogeneous expression pattern, we performed Nanog immunostaining in these ESCs (Fig. 2A). We confirmed the heterogeneous expression pattern of Nanog in wild-type ESCs (CJ7 and 3+/+) (top two panels), and importantly, found that Zfp281 depletion in two independent null ESCs (3.34−/− and 7−/−) does not alter the heterogeneous expression pattern of Nanog (Fig. 2A, bottom two panels). We also confirmed this expression pattern of Nanog in Zfp281 heterozygous and rescued mutant ESCs (Supporting Information Fig. S2F). These data suggest that Zfp281 likely fine-tunes Nanog expression in preexisting Nanog-expressing cells and prevents its excessive expression to maintain pluripotency of ESCs.

### Zfp281 Functions As a Transcriptional Repressor for Pluripotency Factors in ESCs

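Zfp281 mRNA, the transcript of the targeted gene, was lower in all 3 Zfp281 null ESC lines than in all 3 wild-type lines. On the probe set with the highest mean over all arrays, its log2 value was 6.88, 7.93 and 6.72 in wild-type lines 3, 3.2 and 3.3, 6.69 and 6.97 in heterozygous lines 5 and 3.1, and 3.64, 5.06 and 5.23 in null lines 7, 3.34 and 3.38. The log2 fold change between null and wild-type ESCs was −2.54 (standard error 0.45, adjusted p = 0.0467 from limma), and that between heterozygous and wild-type ESCs was −0.35 (standard error 0.50, adjusted p = 0.997 from limma), or 0.03 without wild-type line 3.2. Left out one after the other, the lines gave an adjusted p between 0.0479 and 0.133 from limma for the null lines, and only without null line 3.38 did it stay under 0.05. On the other Zfp281 probe set the log2 value was 7.71 ± 0.60 (SD, n = 3 lines) in wild-type and 3.10 ± 0.25 (SD, n = 3) in null ESCs, a log2 fold change of −4.61 (standard error 0.27, adjusted p = 0.00186 from limma over all probe sets). The heterozygous lines were at 6.74 and 6.74 on it, below the wild-type lines at 7.19 to 8.36, a log2 fold change of −0.97 (standard error 0.30, adjusted p = 0.989 from limma over all probe sets). Both probe sets were called present in all wild-type and heterozygous lines and in 2 of the 3 null lines. Which part of the transcript each of them covers is not given in the sources used here.
RNA of 8 ESC lines was hybridised to Affymetrix mouse genome arrays, 1 array for each line: 3 wild-type, 2 heterozygous and 3 null lines, derived from blastocysts of matings between heterozygous mice. The replicates are therefore separate ESC lines, and their number limits the precision of each value. The authors normalized the arrays by RMA, which summarises the probes of a probe set on a log2 scale, and the deposited values run from 2.28 to 14.39. Of 45101 probe sets, 64 control probe sets were left out, 34945 named 1 gene, 932 named several and 9160 had no gene listed. Each of 18193 genes was represented by its probe set with the highest mean over the 8 arrays, and limma was fitted to all 8 arrays with a mean for each genotype. Another summary of the probe sets of a gene, or a filter on genes that are not detected, changes how many genes pass a threshold.
The share of probe sets called present was 32.2% ± 1.61 (SD, n = 3) in wild-type, 34.0% ± 1.20 (SD, n = 3) in null and 30.3% (28.4% and 32.3%) in heterozygous lines. The control probe sets at the 3′ and 5′ ends of Gapdh and beta-actin, whose difference grows as RNA or cDNA gets shorter, set the null lines apart from the other lines. The 3′ minus 5′ log2 difference was 3.86 ± 0.26 (SD, n = 3) in wild-type, 4.02 ± 0.25 (SD, n = 2) in heterozygous and 2.72 ± 0.54 (SD, n = 3) in null lines for Gapdh, and 5.37 ± 0.47, 5.27 ± 0.20 and 3.88 ± 0.56 for beta-actin. The mean of both differences was lower in each null line than in each wild-type line (exact permutation test, two-sided p = 0.1, the smallest that 3 lines against 3 allow).

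**Figure D1:**
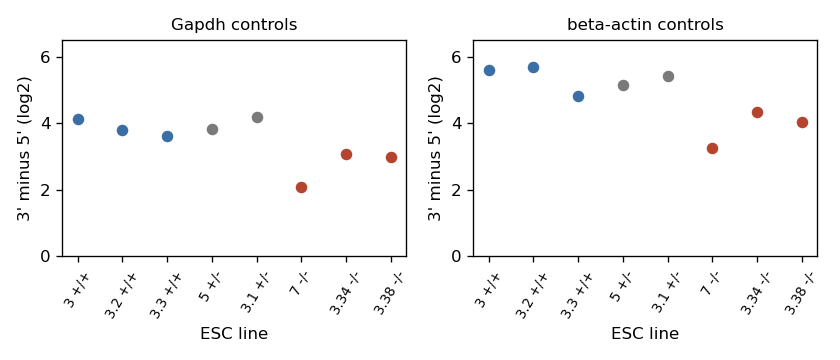
Difference between the 3′ and 5′ control probe sets of Gapdh and beta-actin (log2) on each of the 8 arrays, 1 point for each ESC line, coloured by Zfp281 genotype. The null lines lie between 2.10 and 3.07 for Gapdh and between 3.26 and 4.35 for beta-actin, below all other lines.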

To gain an overview of the global effect of Zfp281 depletion on the ESC transcriptome, we performed microarray analysis using multiple lines of wild-type, heterozygous and null ESCs. With a twofold cutoff for changes in gene expression, we found that a total of 850 genes are differentially expressed in Zfp281 null ESCs. Among them, 327 (38%) genes were downregulated and 523 (62%) genes were upregulated upon Zfp281 depletion (Fig. 3A). 

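Rragd, which encodes a Rag GTPase of amino acid sensing, had the smallest adjusted p of the 18193 genes measured. Its log2 value was 6.57 ± 0.36 (SD, n = 3 lines) in wild-type and 3.47 ± 0.02 (SD, n = 3) in null ESCs, and it fell with a log2 fold change of −3.10 (standard error 0.17, adjusted p = 0.000844 from limma). Lamp2, a membrane protein of lysosomes, fell from 9.08 ± 0.09 to 8.08 ± 0.28 (standard error of the difference 0.15, adjusted p = 0.0370 from limma). Ccnd3, a D-type cyclin, rose from 6.86 ± 0.37 to 8.48 ± 0.39, a log2 fold change of 1.62 (standard error 0.24, adjusted p = 0.0370 from limma). In all, 450 genes differed by more than 2-fold between the means of null and wild-type ESCs, of which 419 were detected in every line of at least 1 genotype. In 394 of the 450, all null lines lay on one side of all wild-type lines. Such a separation was found for 22.4% of all genes, where chance gives 10%. An adjusted p under 0.05 from limma was reached by 206 genes, and by 121 of the 450. Rragd passed with any single line left out (adjusted p of at most 0.0151 from limma). The 206 genes became 2, 4 and 3 without wild-type line 3, wild-type line 3.2 and null line 7. Without any of these lines Ccnd3 did not pass either, with an adjusted p of up to 0.129 from limma, and Lamp2 passed neither without these nor without wild-type line 3.3 (up to 0.129). Averaging the probe sets of each gene gave 248 genes past 2-fold, counting probe sets gave 847, and keeping only detected genes gave 442 genes at an adjusted p under 0.05. With the 3′ minus 5′ difference of the control probe sets as a covariate, tried after the values were seen, no gene passed the adjusted p from limma and 462 had an unadjusted p under 0.05. All 206 genes kept their sign, and their median standard error went from 0.17 to 0.31. Of the variance of the difference, 79.1% lay between genotypes, so this fit separates RNA quality from genotype poorly. The log2 fold change of Rragd in it was −3.21 (standard error 0.36, adjusted p = 0.513 from limma). Fitted to the signal values of each array in place of the RMA values, limma passed none either, with 1916 at an unadjusted p under 0.05 and 3471 past 2-fold.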

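Of the genes past 2-fold, 250 (55.6%) were higher and 200 (44.4%) were lower in null than in wild-type ESCs. Rps4l, a paralog of a ribosomal protein gene, had a log2 value of 6.77 ± 0.73 (SD, n = 3 lines) in wild-type and 9.35 ± 0.56 (SD, n = 3) in null ESCs. It rose with a log2 fold change of 2.58 (standard error 0.38, adjusted p = 0.0370 from limma). Porcn, the acyltransferase that lipidates Wnt proteins, rose from 5.10 ± 0.37 to 7.43 ± 0.12, a log2 fold change of 2.32 (standard error 0.26, adjusted p = 0.0301 from limma). Epop, a partner of Polycomb complexes, Acp6, a phosphatase of lysophosphatidic acid, and Psmd13, a proteasome subunit, had log2 fold changes of 2.49, 2.41 and 2.31. Pmm1, Ubxn1, Mylpf, Dhx16 and Got1 lay between 1.75 and 2.31. The adjusted p of these 8 genes was at most 0.0483 from limma. Among the lower genes, Sh3bgrl fell from 6.49 ± 0.46 to 4.42 ± 0.44, a log2 fold change of −2.07 (standard error 0.27, adjusted p = 0.0301 from limma). Car4, a carbonic anhydrase, and Sash1, a signalling scaffold, were detected in all wild-type lines and in no null line. They were at least 4.14-fold and 3.66-fold lower (adjusted p = 0.0296 and 0.0177 from limma). Gbp2, a guanylate binding protein, had a log2 fold change of −1.89, and Pphln1, Plac8, Jade2 and Hs6st2 lay between −1.83 and −1.71. Their adjusted p was at most 0.0370 from limma.
Of 22 ribosome biogenesis factors, 3 rose, none fell and 19 did not pass (14 higher when adjusted over the list alone). Nolc1, a nucleolar phosphoprotein, had a log2 fold change of 1.45 (standard error 0.24, adjusted p = 0.0434 from limma). Emg1, an rRNA methyltransferase, and Lsg1, a GTPase of large subunit assembly, had 1.05 and 0.87 (adjusted p = 0.0467 and 0.0488 from limma). The median of the list was 0.55 and its camera adjusted p was 2.77e-09, or 0.205 with an estimated correlation between genes. This list was written after Table S3, which ranks genes on these arrays, had been read, so its rise is not an independent result. Emg1 and Lsg1 are also in Table S3. Of 25 DNA replication and cell cycle genes, Ccnd3 rose and 24 did not pass (6 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.27, with a camera adjusted p of 0.000323, or adjusted p = 0.507 with an estimated correlation. Of 22 primitive and definitive endoderm markers, Lamb1, a laminin of basement membranes, fell with a log2 fold change of −1.25 (standard error 0.20, adjusted p = 0.0384 from limma) and 21 did not pass. Their median was −0.30 and their camera adjusted p was 0.0119, or adjusted p = 0.535 with an estimated correlation. It was 0.0853 without wild-type line 3 and 0.0805 without null line 7. Beside these groups, the mean 3′ minus 5′ difference of the control probe sets was 3.30 ± 0.55 (SD, n = 3) in null and 4.61 ± 0.34 (SD, n = 3) in wild-type lines. Of 19 feeder fibroblast markers, 16 had a lower mean in null lines, and none passed an adjusted p under 0.05 in limma. With the 3′ minus 5′ difference as a covariate, most of whose variance lay between genotypes, 113 genes past 2-fold were higher (36.9%) and 193 lower. With the probe sets of each gene averaged, 178 were higher (71.8%) and 70 lower. Without wild-type line 3.3, 377 were higher past 2-fold (61.1%) and 240 lower, against 175 (53.0%) and 155 without wild-type line 3.2. In the fit with the covariate the ribosome biogenesis list had a camera adjusted p of 0.0721, the cell cycle list of 0.868 and the endoderm list of 0.658. At an adjusted p under 0.05 from limma, 126 genes were higher (61.2% of those passing) and 80 lower. After quantile normalization of the arrays 98 were higher (50.3%) and 97 lower. Without wild-type line 3.3, 161 were higher (77.4%) and 47 lower, and without null line 3.34, 89 were higher (50.3%) and 88 lower. Of the 10 highest and 10 lowest genes named here (Zfp281 among the latter), 2 passed without wild-type line 3, 2 without wild-type line 3.2 and 2 without null line 7, and 6 to 9 of each 10 when any other single line was left out. Nolc1 then passed only without wild-type line 3.3, Emg1 only without null line 3.38, Lsg1 in no case and Lamb1 only without a heterozygous line or null line 3.34, with adjusted p values of up to 0.189 from limma.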

To examine how many differentially expressed genes are direct transcriptional targets of Zfp281, we compared our microarray data with two previously published ChIP-chip datasets [5, 13] for Zfp281 target genes. We found that among 2,254 potential Zfp281 target genes from the two studies, 55 were positively regulated by Zfp281, that is, downregulated upon Zfp281 depletion (Fig. 3A), whereas 63 were negatively regulated, that is, upregulated upon Zfp281 depletion (Fig. 3A). These results suggest that Zfp281 can act both as a transcriptional activator and a repressor, a conclusion consistent with a prior study [13]. To gain molecular insights into the function of Zfp281 in transcriptional regulation, we performed GO analysis of these differentially regulated, direct target genes. We found that the downregulated genes are largely involved in molecular functions such as transcription regulator activity and participate in biological processes such as development as well as other cellular processes including cell signaling and adhesion (Supporting Information Fig. S3A). In contrast, the upregulated genes are largely involved in molecular functions such as RNA/chromatin binding, transcription factor/cofactor binding, and repressor/corepressor activity. Importantly, these genes appear to predominantly participate in biological processes with a negative regulator function (Supporting Information Fig. S3B). These results are consistent with transcription factor activity and the presumed repressor function of Zfp281.

**Figure 3:**
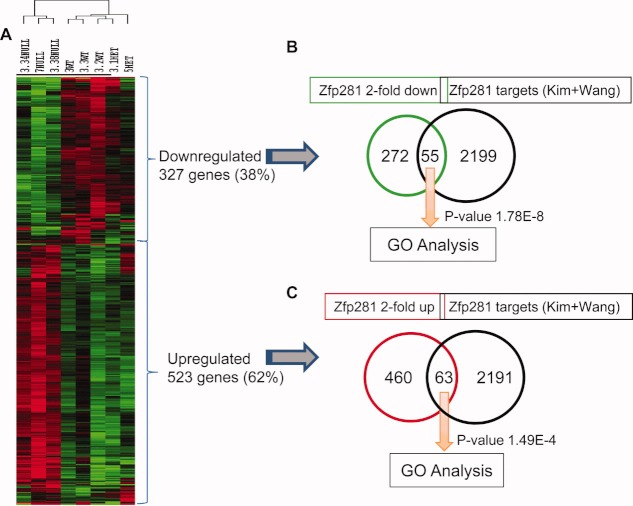
Transcriptional profiling and target gene regulation upon Zfp281 depletion. (A): A heatmap depiction of expression levels of all the genes with at least a twofold alteration (downregulation or upregulation) between wild-type and null embryonic stem cells. (B): Intersection of downregulated genes with direct target genes of Zfp281 identified by Kim et al. [5] and Wang et al. [13]. (C): Intersection of upregulated genes with direct target genes of Zfp281 identified by Kim et al. [5] and Wang et al. [13]. Abbreviation: GO, gene ontology.

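The 3 null lines formed a branch of their own when all 8 arrays were clustered on the 450 genes past 2-fold, with no wild-type or heterozygous line in it. Across these genes, which were chosen on the null and wild-type lines, Pearson correlations lay between 0.912 and 0.935 among null lines and between 0.880 and 0.946 among wild-type lines. They lay between 0.802 and 0.932 for heterozygous against wild-type lines, and a null line reached at most 0.833 with any other line. The genes are not independent replicates. On the 1000 genes with the highest variance over all arrays, a choice that does not use the genotypes, the null lines again formed their own branch, with 0.878 to 0.936 among them and at most 0.861 with other lines. When the 1000 most variable genes were taken from the signal values, the first division set wild-type line 3.2 and heterozygous line 3.1, the arrays with the lowest shares of probe sets called present, against the other lines.
In the heterozygous lines, 61 genes differed by more than 2-fold from wild-type ESCs, 23 higher and 38 lower. The genes with the largest differences among those whose lines did not overlap included Zbtb44, Inhbb, a subunit of activin and inhibin, Ccl6, a chemokine, Pdgfc, a growth factor, and Cobl, an actin nucleator, with log2 fold changes between 1.30 and 1.43. At the other end were Gm6958 (−2.05), Gbp2 (−1.93), Car4 (−1.87), Rragd (−1.70) and Sfmbt2 (−1.65). Gm6958 rests on heterozygous line 3.1, which was at 4.10 against 7.84 in line 5 and 8.02 ± 0.14 (SD, n = 3) in wild-type lines, and its log2 fold change was −0.18 without line 3.1. Ccl6 rests on line 5, with a log2 fold change of 0.18 without it. Cobl had 0.69 without line 5. None of these reached an adjusted p under 0.05 in limma, where the smallest was 0.209 and 701 genes had an unadjusted p under 0.05. Without wild-type line 3, Car4 and Rragd did pass, with adjusted p values of 0.0188 and 0.0324 from limma. The 61 genes became 115 without wild-type line 3.2, 143 without heterozygous line 5 and 234 without heterozygous line 3.1. Higher genes outnumbered lower ones without heterozygous line 3.1, at 135 against 99, without wild-type line 3.3, at 30 against 28, and with the signal values, at 1753 against 1570. They also did without both wild-type line 3.2 and heterozygous line 3.1, an omission tried after the values were seen, at 130 against 118. The fits without a heterozygous line rest on the other one, assumed to vary like the other genotypes. Between null and heterozygous lines 441 genes differed by more than 2-fold, 321 higher and 120 lower in null ESCs. Without heterozygous line 5 there were 759, 498 higher and 261 lower, and with the probe sets of each gene averaged 252, 216 higher and 36 lower. With the signal values 2114 were higher (51.8%) and 1970 lower. The lower genes became 182 without heterozygous line 3.1 and 201 without null line 3.38. With the 3′ minus 5′ difference as a covariate 182 were higher (46.8%) and 207 lower. The smallest adjusted p from limma was 0.0529, with 2512 genes at an unadjusted p under 0.05. In turn, 346 genes passed without wild-type line 3.2 and 121 without wild-type line 3.3. A fit of the null and heterozygous lines alone passed 96 genes.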

To further extract biological insight from our microarray dataset, we performed GSEA of ranked differentially expressed gene lists on two predefined subsets of Oct4 target genes (Fig. 4). The set of “Oct4_repress_genes” are those Oct4-bound targets [29] whose expression levels are upregulated upon Oct4 knockdown [30], which consist of many developmental regulators and lineage specific transcription factors. The set of “Oct4_active_genes” are those Oct4-bound target genes that are downregulated upon Oct4 knockdown, which consist of many self-renewal regulators and pluripotency factors. We found that the “Oct4_repress_genes” set is relatively enriched in wild-type ESCs, but is further repressed upon Zfp281 depletion, albeit with weak statistical significance (Fig. 4A). In contrast, the “Oct4_active_genes” set is significantly more enriched in Zfp281 null ESCs (Fig. 4A), suggesting that Zfp281 functions mainly as a transcriptional repressor in ESCs. 

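The Oct4-activated genes, whose membership rests on Oct4 binding and knockdown data and not on these arrays, were on balance higher in null ESCs. Of the genes in Table S3, 124 were measured here, and 92 of these had a higher mean in null than in wild-type lines. At an adjusted p under 0.05 from limma 6 rose, none fell and 118 did not pass (39 higher and 3 lower when adjusted over the list alone). Those that rose were Gdf3, a TGF-beta family ligand, Dppa4, a chromatin-associated ESC marker, the ribosome biogenesis factors Emg1 and Lsg1, Mkrn1, a ubiquitin ligase, and Znrd1, an RNA polymerase I subunit. Mkrn1 went from a log2 value of 10.81 ± 0.28 (SD, n = 3 lines) to 11.76 ± 0.23 (SD, n = 3), a log2 fold change of 0.95 (standard error 0.18, adjusted p = 0.0483 from limma). Znrd1 went from 7.05 ± 0.16 to 7.77 ± 0.10, a log2 fold change of 0.71 (standard error 0.13, adjusted p = 0.0467 from limma).
The median log2 fold change of the set was 0.40 and its camera adjusted p was 2.57e-12, or adjusted p = 0.205 with an estimated correlation between genes. The feeder fibroblast markers were lower in the same lines, with a median log2 fold change of −0.45 (camera adjusted p = 0.0166, or adjusted p = 0.741 with an estimated correlation). With genes ranked by Signal2Noise as wild-type minus null, a negative score stands for higher values in null ESCs. The weighted enrichment score was −0.664 (exact permutation test over 20 labellings of 3 against 3, two-sided p = 0.1, the smallest they allow). The largest size for any other labelling was 0.585. Without null line 3.34 the score was −0.629 and the exact two-sided p was 0.2, since another labelling reached 0.635. None of the 6 genes passed in limma without wild-type line 3, wild-type line 3.2 or null line 7, where their adjusted p values lay between 0.0734 and 0.195, and 1 to 3 of them passed when any other single line was left out. With the 3′ minus 5′ difference, which was lower in null lines, as a covariate, the median was 0.23 and the camera adjusted p was 0.000821. From the enrichment of this set in null ESCs, the paper proposes that Zfp281 functions mainly as a transcriptional repressor in ESCs.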

Consistent with this, we found that many self-renewal regulators and pluripotency factors such as Nanog, Oct4, and Sox2 as well as the ESC markers Utf1, Rex1, and Fbxo15 are upregulated in null ESCs (Fig. 4A). 

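Nanog had a log2 value of 8.94 ± 0.41 (SD, n = 3 lines) in wild-type, 9.43 (n = 2) in heterozygous and 9.44 ± 0.25 (SD, n = 3) in null ESCs. Its log2 fold change between null and wild-type was 0.50 (standard error 0.22, adjusted p = 0.296 from limma), or 0.28 without wild-type line 3, and the lowest null line, at 9.26, lay below the highest wild-type line, at 9.28. Pou5f1, which encodes Oct4, was higher in each null line than in each wild-type line, at 9.66 ± 0.16 against 8.38 ± 0.56. Its log2 fold change was 1.29 (standard error 0.28, adjusted p = 0.0715 from limma). The adjusted p of Pou5f1 was 0.0438 from limma without wild-type line 3.3, and 0.0392 when only detected genes were tested. Sox2 was at 10.10 ± 0.16 and 10.40 ± 0.06 (log2 fold change 0.30, standard error 0.12, adjusted p = 0.256 from limma). In other settings the log2 fold change of Sox2 lay between 0.01 and 0.37. Zfp42, the gene of Rex1, spread widely, with 7.75 ± 1.28 and 8.44 ± 1.33 (log2 fold change 0.69, standard error 0.74, adjusted p = 0.756 from limma). The direction of Zfp42 rests on single lines, with −0.04 without wild-type line 3 and 1.45 without null line 7. Fbxo15 had a log2 fold change of 0.58 (standard error 0.23, adjusted p = 0.263 from limma), or 0.39 without null line 3.38. Utf1 had one of 0.20 (standard error 0.20, adjusted p = 0.741 from limma) on a probe set that was called present on no array. It was 0.22 on another Utf1 probe set that was called present in 2 wild-type and 3 null lines. On the latter, null lines 7, 3.34 and 3.38 were at 6.84, 7.43 and 6.22, on both sides of the wild-type lines (6.58 to 6.62). The value of 0.20 became 0.03 without null line 3.34 and 0.45 without null line 3.38.
Of 28 pluripotency factors and ESC markers measured, 16 of which are also in other lists, 4 rose, none fell and 24 did not pass (14 higher when adjusted over the list alone). Nr0b1, the gene of Dax1, rose from 6.94 ± 0.22 to 8.65 ± 0.20, with a log2 fold change of 1.70 (standard error 0.25, adjusted p = 0.0370 from limma), and was at 8.03 in heterozygous lines. Dppa5a, an ESC marker with an RNA-binding domain, rose from 12.16 ± 0.25 to 13.38 ± 0.14 (log2 fold change 1.23, standard error 0.15, adjusted p = 0.0301 from limma). Gdf3 and Dppa4 had log2 fold changes of 1.16 (standard error 0.16, adjusted p = 0.0330 from limma) and 0.88 (standard error 0.16, adjusted p = 0.0483). Gbx2, Klf4, Nr5a2, Tdgf1 and Tfcp2l1 had log2 fold changes between 0.84 and 1.83 and did not pass, with adjusted p values from limma between 0.0609 and 0.0929. All 5 passed when only detected genes were tested, with adjusted p values of at most 0.0478 from limma. Of the 28 members, 22 had a higher mean in null than in wild-type lines, and the log2 fold changes ran from −2.62 to 1.83. The median of the list was 0.69 and its camera adjusted p was 2.77e-09, or adjusted p = 0.225 with an estimated correlation. The 19 feeder fibroblast markers had a median of −0.45 in the same comparison (camera adjusted p = 0.0166, or adjusted p = 0.741 with an estimated correlation). Null lines also had the lower 3′ minus 5′ difference, and with it as a covariate the median was 0.29 and the camera adjusted p 0.0118. Without wild-type line 3, wild-type line 3.2 or null line 7 none of the 4 genes passed, with adjusted p values from limma between 0.0734 and 0.171, and 2 to 4 of them passed when any other single line was left out. Nr5a2 passed without wild-type line 3.2 (adjusted p = 0.0124 from limma). It is also among the 100 genes beside the targeted Zfp281, and was higher in heterozygous lines too (log2 fold change 0.91, adjusted p = 0.997 from limma). An effect of the targeted allele on its neighbours was not tested apart from loss of Zfp281.

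**Figure D2:**
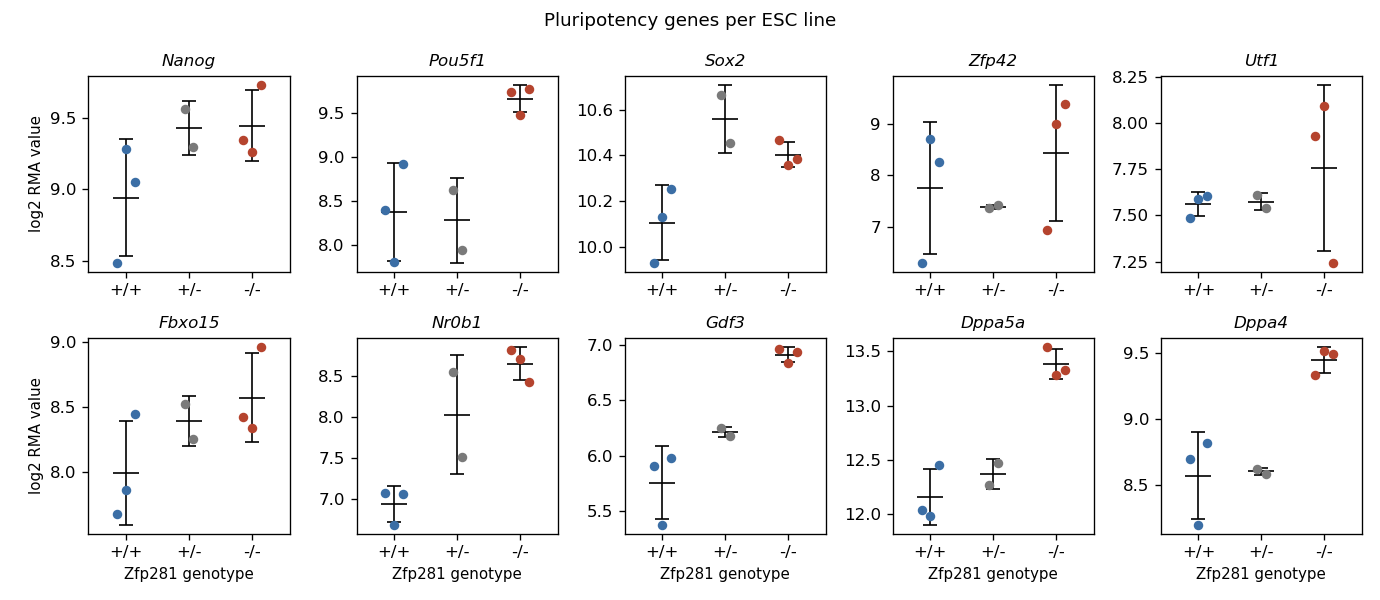
Log2 RMA values of 10 pluripotency genes in wild-type (+/+), heterozygous (+/-) and null (-/-) ESC lines, with 1 point for each line and the mean ± SD as bars. The null lines lie above all wild-type lines for Pou5f1, Sox2, Nr0b1, Gdf3, Dppa5a and Dppa4, and overlap with them for Nanog, Zfp42, Utf1 and Fbxo15.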

The differential expression of a selected number of both downregulated and upregulated genes was further confirmed by qPCR using two independently derived pairs of wild-type/null ESC lines (Supporting Information Fig. S4A–S4E). In particular, we confirmed upregulation of the stem cell active genes *Nanog*, *Oct4*, and *Tbx3*, downregulation of the trophectoderm markers *Cdx2, Rhox6*, and *Elf5*, and derepression of endoderm markers *Gata6*, *Cxcr4*, and *Sox17* in Zfp281 null ESCs, consistent with our qPCR analyses (Fig. 2; Supporting Information Fig. S2). Together our results unambiguously argue for a transcriptional repressor function of Zfp281 in regulating self-renewal and pluripotency of ESCs.

**Figure 4:**
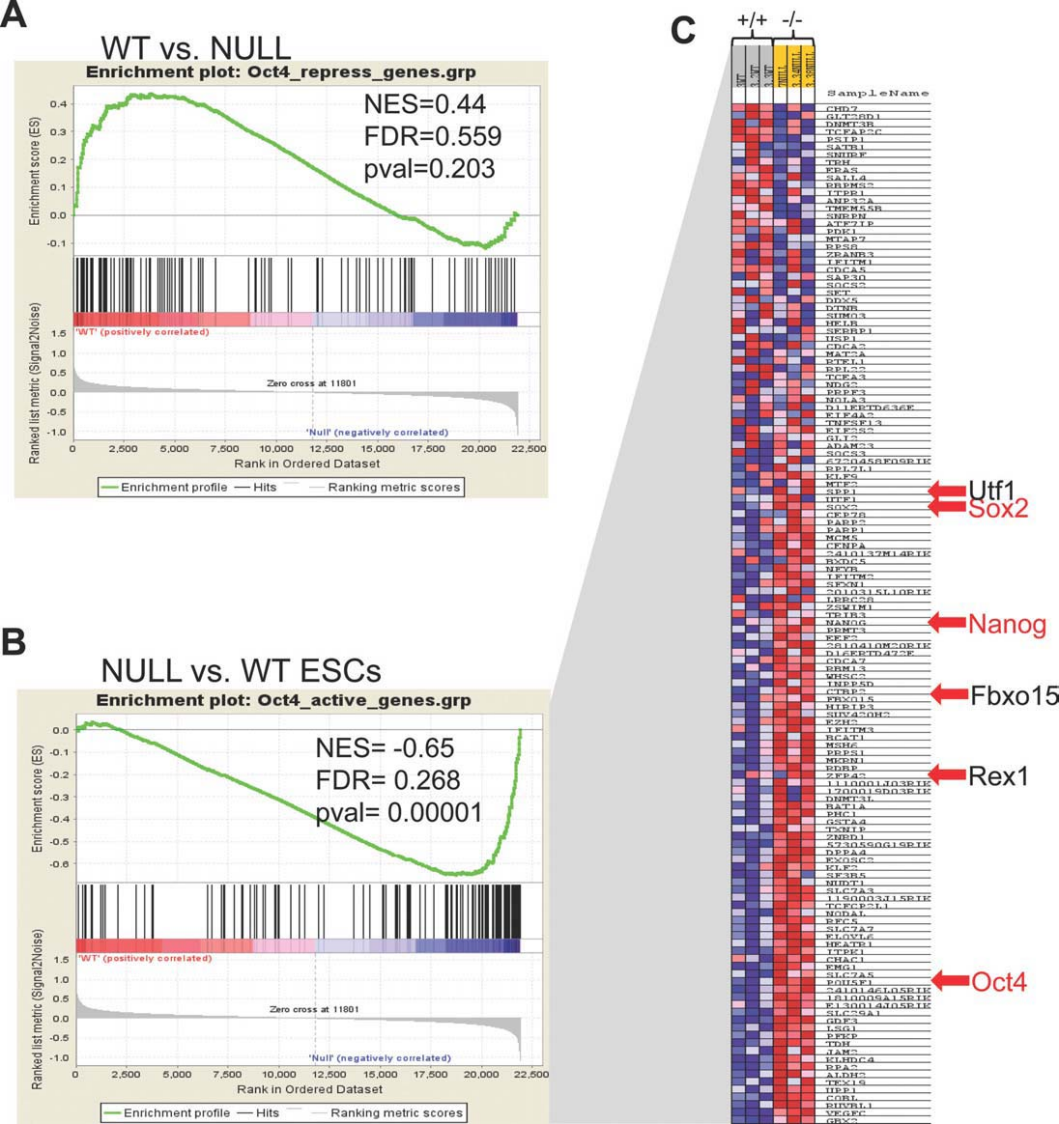
Gene set enrichment analysis (GSEA) of Zfp281 wild-type versus null embryonic stem cells (ESCs). (A,B): GSEA analyses of gene sets representing Oct4-repressed (A) and Oct4-activated (B) genes. Oct4-repressed genes are enriched in wild-type but become repressed upon Zfp281 depletion (NULL); Oct4-activated genes are significantly enriched in Zfp281 null ESCs and are further upregulated upon Zfp281 depletion. (C): Heatmap showing enriched genes in the Oct4-activated GSEA. A complete list of genes is provided in Supporting Information Table 3. Representative key genes are highlighted. Abbreviations: WT, wild-type; ESC, embryonic stem cell; NES, normalized enrichment score; pval, nominal *p*-value; FDR, false discovery rate.

### Zfp281 Deficient ESCs Show Abnormal EB Differentiation

The above microarray and GSEA data are consistent with our initial observation that Zfp281 deficient ESCs exhibit a certain degree of enhanced self-renewal (Fig. 1; Supporting Information Fig. S1). The aberrant marker gene expression pattern (Fig. 2; Supporting Information Fig. S2) and upregulation of stem cell active genes in Zfp281 null ESCs (Fig. 4; Supporting Information Fig. S4) prompted us to examine the differentiation properties of these cells. We differentiated ESCs into EBs and analyzed EB morphology by microscopy. Our results show that null ESCs differentiate into EBs, however, these EBs are smaller and less well developed than their wild-type counterparts (Fig. 5A). We randomly chose 11 EBs of 6-day culture and scored their relative diameters microscopically. Our results indicate that null ESCs formed EBs with an average size half that of the wild-type counterparts (Fig. 5A). Similar morphological differences were observed with another null ESC line that was monitored over a 12-day period (Supporting Information Fig. S5A, left panels), although the EB size differences between wild-type and null samples were reduced during late differentiation stages (Supporting Information Fig. S5A, right panel). In addition, the cysts in the null EBs were observed only at day 12 in contrast to day 10 in the wild-type EBs (Supporting Information Fig. S5A; data not shown). These morphological defects in the null EBs suggested a delayed differentiation of Zfp281 deficient ESCs.

**Figure 5:**
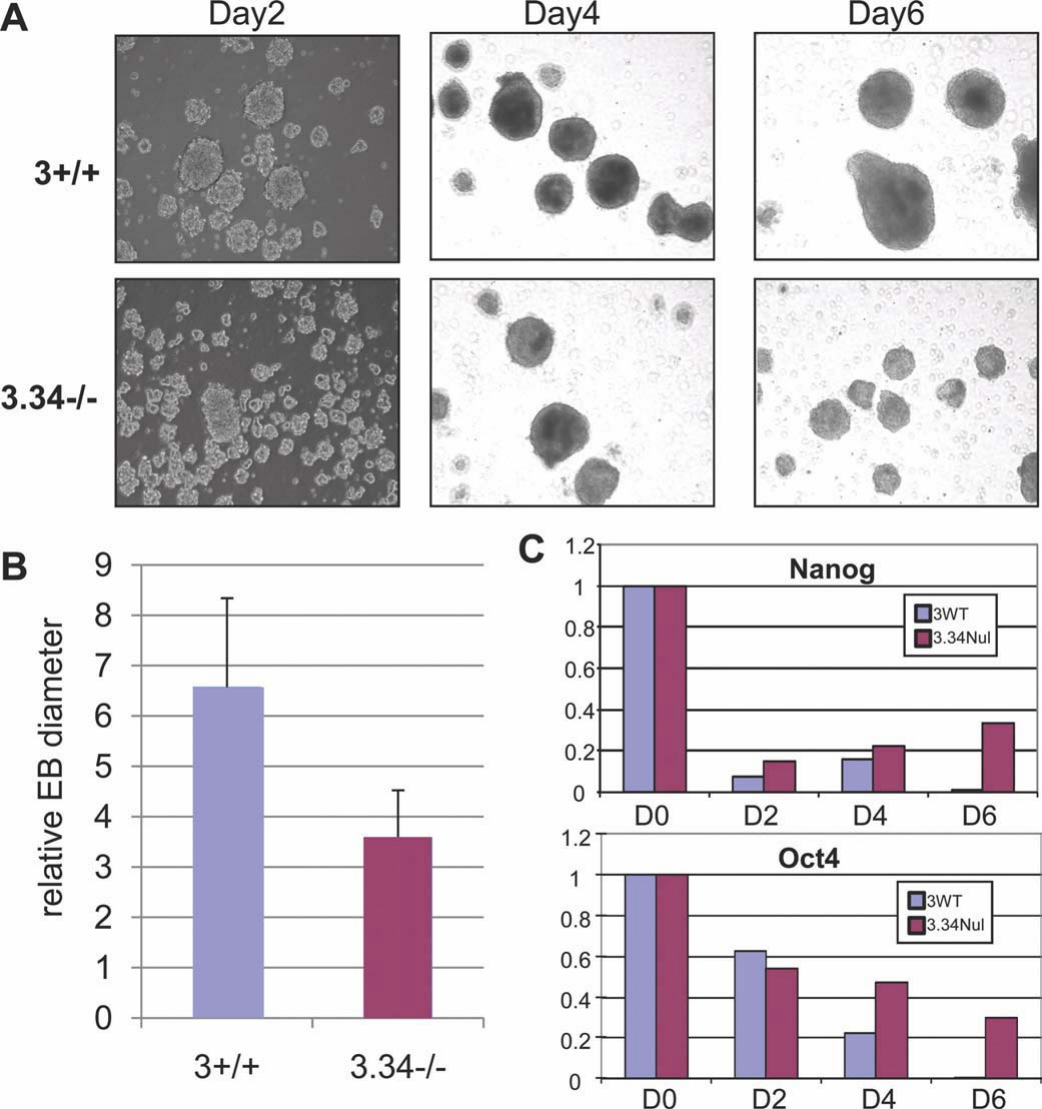
Abnormal in vitro differentiation of Zfp281 deficient embryonic stem cells (ESCs). (A): Morphology of embryoid bodies (EBs) during the time course of differentiation of wild-type and null ESCs. (B): Analysis of the sizes of wild-type (3+/+) and Zfp281 null (3.34−/−) EBs at day 6. Eleven each of randomly selected wild-type and null EBs were scored and their relative diameters from images taken under identical magnification were calculated. The data were presented with the average sizes of the wild-type and null EBs, and the error bars denote SD. (C): Quantitative reverse transcriptase-polymerase chain reaction for relative expression levels of pluripotency genes (*Nanog* and *Oct4*) during the time course of EB differentiation. For both genes, their expression levels in ESCs (at day 0) were arbitrarily set one and their relative expression levels during EB differentiation were normalized to the mRNA levels at day 0. Note that the actual overall expression levels of both genes are higher in 3.34 Null ESCs (red bars) than in three WT ESCs (blue bars) (Supporting Information Fig. S5B). Abbreviations: EB, embryoid body; WT, wild-type.

Proper downregulation of self-renewal regulators such as Oct4 and Nanog is necessary for ESCs to differentiate into multiple lineages. We asked if the delayed differentiation of Zfp281 null ESCs might be due to insufficient downregulation of Nanog and Oct4 in these cells. Indeed, qPCR analyses of RNA isolated during EB differentiation revealed that relative expression levels of the pluripotency factors Nanog and Oct4 were higher in null compared with wild-type EBs over the 6-day period of EB differentiation (Fig. 5A). This was further confirmed by a longer time course experiment of EB differentiation with two independent null ESC lines (Supporting Information Fig. S5B, S5C). In addition, we found that the derepressed primitive endoderm marker *Gata6* in null ESCs (day 0) remained high at most time points of EB differentiation (Supporting Information Fig. S5B, S5C). It is also noteworthy that the trophectoderm marker *Cdx2* was not induced in Zfp281 null EBs throughout the time course of differentiation (Supporting Information Fig. S5B, S5C). Together with the downregulation of additional trophectoderm markers *Elf5* and *Rhox6* and derepression of definitive endoderm markers *Cxcr4* and *Sox17* upon Zfp281 depletion (Supporting Information Fig. S4E), our data suggest that Zfp281 null ESCs may be skewed toward endoderm differentiation and defective in trophectoderm differentiation during EB culture.

### Zfp281 Is Required for Nanog Binding to the *Nanog* Promoter in Transcriptional Regulation

We have shown that Zfp281 mainly acts as a repressor to repress stem cell specific genes (e.g., *Nanog*) for pluripotency maintenance. Zfp281 was copurified with Nanog protein complexes [9] and found to interact with Nanog via its C-terminal domain [13]. The upregulation of Nanog in Zfp281 null ESCs at both the RNA and protein levels (Fig. 2; Supporting Information Fig. S2) prompted us to explore the potential contributions of Zfp281 in transcriptional regulation of *Nanog* in ESCs. Specifically, as the *Nanog* gene is a direct target of its own gene product [4, 5], as well as of Zfp281 [13], we asked if Zfp281, as a partner of Nanog, is required for Nanog binding to its own promoter for transcriptional regulation.

Prior studies have documented two principal Nanog binding sites within the promoter/enhancer region of the *Nanog* gene: one near the transcription start site (TSS) and the other in a −4.7-kb enhancer region (Fig. 6A, top). Multiple consensus binding sites for Nanog (red dots) and Zfp281 (blue dots) are present in these regions (Fig. 6A, top). Consistent with previous ChIP studies [4, 5], we confirmed the binding of Nanog to both regions by ChIP-PCR in both wild-type and heterozygous Zfp281 ESCs (Fig. 6A, bottom: purple and blue bars). More importantly, in the absence of Zfp281, Nanog binding to both regions is abolished (Fig. 6A, orange bars). These results suggest that binding of Nanog to these regulatory regions of the *Nanog* gene is dependent on Zfp281.

**Figure 6:**
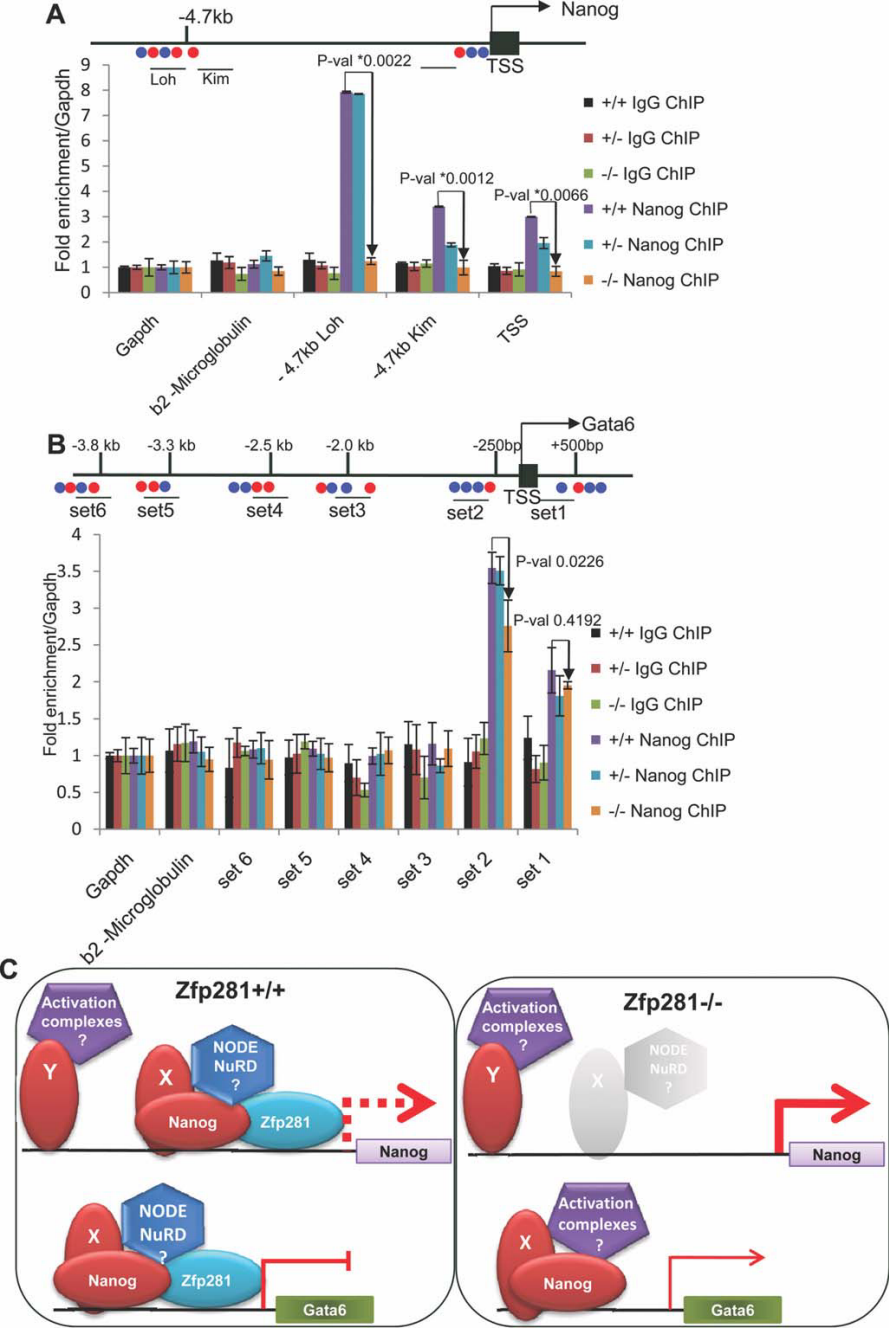
Cooperative binding of Nanog and Zfp281 at the *Nanog*(A) and *Gata6*(B) regulatory regions. (A, B): Chromatin immunoprecipitation (ChIP) experiments were performed using total rabbit IgG or antibody against Nanog in wild-type, heterozygous, and null embryonic stem cells (ESCs). ChIP data were quantified by quantitative polymerase chain reaction (PCR) and normalized to GAPDH using the indicated primer sets (Supporting Information Table S2) for *Nanog*(A) and *Gata6*(B) regulatory regions. β2-microglobulin was used as a negative control. The transcriptional start site was designated as 0. Error bars indicate SD. Blue dots denote putative Zfp281 binding sites and red dots denote putative Nanog binding sites. Short lines underneath the color dots indicate PCR amplicons. *, *p* with statistical significance. (C): A putative model of Zfp281 function in regulating *Nanog* and *Gata6* expression in mouse ESCs. In wild-type ESCs, Zfp281 may be required by Nanog for binding to the regulatory regions of *Nanog* and *Gata6* and to recruit NuRD/NODE repressor complexes. The repressor function of Zfp281 ensures optimal expression of Nanog (indicated by the dashed arrow) and suppresses endoderm differentiation of ESCs. In the absence of Zfp281, Nanog and the repressive complexes are disengaged from the *Nanog* promoter/enhancer region, or Nanog switches its partners from repressive complexes to activating complexes in the *Gata6* promoter, which results in upregulation of *Nanog* expression and derepression of *Gata6* in mutant ESCs.

We [9] have previously shown that both Nanog and Zfp281 bind to Intron 1 (approximately 500 bp) of the *Gata6* gene using ^bio^ChIP-PCR [9, 31]. However, using Nanog antibody-based ChIP-PCR, the enrichment of Nanog in this region is merely twofold using the primer pair set one (Fig. 6A), and Nanog binding is unaffected by the loss of Zfp281 (Fig. 6A). Others [32] have also shown by ChIP-PCR that Nanog has the highest enrichment in the −250 bp region of the *Gata6* proximal promoter, where a single Nanog consensus site is preceded by three Zfp281 binding sites (Fig. 6A, top). While we observed a relatively higher enrichment of Nanog in this region (primer pair set two) for both wild-type and heterozygous ESCs compared with the null ESCs, we only detected an insignificant reduction of Nanog binding upon Zfp281 deletion (Fig. 6A, bottom). Our data suggest that Nanog binding to the *Gata6* promoter may not be as strictly dependent on Zfp281 as the *Nanog* enhancer/promoter. Alternatively, Zfp281 may have Nanog-independent repressor function in regulating *Gata6* gene expression (see more in Discussion section).

## DISCUSSION

Despite recent efforts in delineating the Nanog and Oct4 interactomes [7–9], the specific roles of additional factors that interact with Nanog/Oct4 remains to be defined. In this study, we have performed a detailed functional characterization of one of the Nanog interacting proteins, the Krüppel-like zinc finger protein 281 (Zfp281) for its roles in self-renewal and pluripotency of ESCs. Our results show that while Zfp281 is dispensable for establishment and maintenance of ESCs, it is essential for proper differentiation and pluripotency of ESCs. We also showed that Zfp281 mainly functions as a transcriptional repressor of stem cell active genes. In particular, we demonstrated that Zfp281 is required for Nanog binding to its own promoter and thus may provide a mechanism for fine-tuning Nanog expression in maintaining pluripotency.

Previous studies by us [9] and others [13] showed that the stable knockdown of Zfp281 by short hairpin RNA (shRNA) leads to derepression of the primitive endoderm markers *Gata6/4* and compromised proliferation [9] and/or differentiation of ESCs [13]. In particular, our own knockdown study [9] showed derepression of both stem cell markers (*Nanog*, *Oct4*, and *Rex1*) and endodermal markers (*Gata6/4*), consistent with the marker gene changes in our knockout ESCs reported in this study. However, the RNAi study by others [13] demonstrated, to our surprise, that Zfp281 functions as an activator of Nanog, where knockdown of Zfp281 led to downregulation of several stem cell factors including Nanog, Oct4, Sall4, and Esrrb [13]. The reason for such discrepancies is unknown. It may be attributed to the dosage sensitivity of Zfp281 resulting from different knockdown levels in stem cell function and/or off-target effects of the shRNAs. Along this line, it is interesting to note that while Nanog knockout ESCs [28] and knockdown ESCs from one study [33] were reported to maintain an undifferentiated state without loss of pluripotency, Nanog knockdown ESCs from other RNAi studies [34, 35] revealed a differentiation phenotype. As a close partner of Nanog, Zfp281 may have a similar dosage effect as Nanog for ESC maintenance. Nevertheless, detailed marker gene expression from our previous RNAi study [9] and our current study using genetically ablated null alleles argues strongly for a repressive role of Zfp281 in transcriptional regulation of stem cell pluripotency genes. Therefore, our current study provides additional insights into the function of Zfp281 in stem cell control, that is, it is not essential for ESC maintenance but rather it is required for fine-tuning pluripotent gene expression to ensure proper differentiation and thus execution of pluripotency of ESCs.

Many key pluripotency associated factors (e.g., Nanog, Oct4, Sox2, Esrrb, Sall4, and Tcf3) autoregulate their own expression [36], and by doing so, they directly downregulate their own transcription to prevent over activation and hence maintain homeostasis of ESCs. For example, overexpression of Oct4, Sox2, and Tcf3 triggers differentiation, whereas overexpression of Nanog blocks ESC differentiation. However, the mechanism for such autoregulation is less well-defined. Our study demonstrates that Zfp281 principally functions as a repressor rather than as an activator in maintaining stem cell pluripotency, which is consistent with our earlier genome-wide ChIP-on-chip studies in ESCs that showed predicted targets of Zfp281 to be considerably enriched for the repressive H3K27me3 mark [5]. Our current study suggests that Zfp281 may fine-tune optimal expression levels of pluripotency factors in ESCs and keep lineage specific factors (e.g., Gata6) in check by repression.

Of particular interest is the derepression of both *Nanog* and *Gata6* in Zfp281 null ESCs. *Gata6* is also a direct target of Nanog [4, 5] and Zfp281 [9] by ChIP and conventional gel shift assays [4, 26, 32, 37, 38]. Derepression of both *Nanog* and *Gata6* upon Zfp281 depletion is notable as well as paradoxical. It has been shown that the Nanog interactome connects with multiple corepressor pathways [9] including the Mi-2/NuRD repressor complex and another related NODE repressive complex in ESCs [9, 11]. It is tempting to hypothesize that the NuRD/NODE repressive complexes are recruited to the *Nanog* and *Gata6* promoters by Zfp281 to fine-tune Nanog expression and to repress Gata6 expression, respectively, in maintaining optimal self-renewal of ESCs (Fig. 6A, left), and such repression is removed in the absence of Zfp281 leading to upregulation of Nanog and derepression of Gata6 in the null ESCs (Fig. 6A, right). Future studies are warranted to test this hypothesis to unravel the autorepression regulatory mechanism of Nanog for pluripotency of ESCs.

Our study and studies of Zfp281 in other cellular contexts have thus far documented its function principally as a transcriptional repressor [15, 16]. However, we cannot exclude the activator function of Zfp281 in different cellular contexts and throughout various developmental stages, in particular, the trophectoderm lineage specification and trophoblast stem cell development. Nevertheless, the major repressor function of Zfp281 defined in this study is in line with the importance of transcriptional repression for stem cell pluripotency [10], and highlights that a balanced expression of stem cell factors, in addition to the repression of lineage specific factors, is critical for self-renewal and pluripotency of ESCs.

## SUMMARY

We have generated a targeted null allele of Zfp281 and characterized the function of Zfp281 in regulation of self-renewal and pluripotency of ESCs. Contrary to an earlier RNAi study by others that suggested its function in activating the stem cell pluripotency factors Nanog, Oct4, and Sox2, our current data using genetically ablated Zfp281 null ESCs, combined with our previously reported knockdown studies, unambiguously argue for a repressor function of Zfp281 in regulation of major stem cell factors, including Nanog. It is still formally possible that Zfp281 can both positively and negatively regulate expression of other target genes to maintain pluripotency as well as to execute proper differentiation of ESCs. Our data clearly define a critical role of Zfp281 in maintaining pluripotency by functioning as a repressor to prevent excessive expression of the key stem cell factor Nanog, while simultaneously repressing lineage specific gene (e.g., *Gata6*) expression in ESCs.

# Supplementary material for: Zfp281 Functions as a Transcriptional Repressor for Pluripotency of Mouse Embryonic Stem Cells
**Source:** Stem Cells. 2011 Sep 13;29(11):1705–16. doi: 10.1002/stem.736
**Supplement:** Supplementary file 9

**Supplemental Table S3. A Complete List of Genes Shown in Fig. 4C**

| NAME   | PROBE   | GENE SYMBOL | GENE_TITLE                                                                                      | RANK<br>IN GENE<br>LIST | RANK<br>METRIC<br>SCORE | RUNNING ES  | CORE<br>ENRICHMENT |
|--------|---------|-------------|-------------------------------------------------------------------------------------------------|-------------------------|-------------------------|-------------|--------------------|
| row_0  | CHD7    | CHD7        | chromodomain helicase DNA binding protein 7                                                     | 121                     | 0.491048157             | 0.013122713 | No                 |
| row_1  | GLT28D1 | GLT28D1     | glycosyltransferase 28 domain containing 1                                                      | 330                     | 0.342615634             | 0.01659919  | No                 |
| row_2  | DNMT3B  | DNMT3B      | DNA (cytosine-5-)-methyltransferase 3 beta                                                      | 463                     | 0.298328817             | 0.021883564 | No                 |
| row_3  | TCFAP2C | null        | null                                                                                            | 470                     | 0.296753198             | 0.032898962 | No                 |
| row_4  | PSIP1   | PSIP1       | PC4 and SFRS1 interacting protein 1                                                             | 765                     | 0.244092599             | 0.028674169 | No                 |
| row_5  | SATB1   | SATB1       | special AT-rich sequence binding protein 1 (binds to nuclear matrix/scaffold-associating DNA's) | 792                     | 0.240699232             | 0.036637567 | No                 |
| row_6  | SNURF   | SNURF       | SNRPN upstream reading frame                                                                    | 1206                    | 0.204330549             | 0.025430612 | No                 |
| row_7  | TRH     | TRH         | thyrotropin-releasing hormone                                                                   | 1336                    | 0.194972292             | 0.026920257 | No                 |
| row_8  | ERAS    | ERAS        | ES cell expressed Ras                                                                           | 1433                    | 0.188039571             | 0.029662803 | No                 |
| row_9  | SALL4   | SALL4       | sal-like 4 (Drosophila)                                                                         | 2087                    | 0.155640244             | 0.005572807 | No                 |
| row_10 | RBPM52  | RBPM52      | RNA binding protein with multiple splicing 2                                                    | 2952                    | 0.128441319             | -           | No                 |
| row_11 | ITPR1   | ITPR1       | inositol 1,4,5-triphosphate receptor, type 1                                                    | 3395                    | 0.116241693             | -           | No                 |
| row_12 | ANP32A  | ANP32A      | acidic (leucine-rich) nuclear phosphoprotein 32 family, member A                                | 3776                    | 0.107845291             | -0.05850259 | No                 |
| row_13 | TMEM55B | TMEM55B     | transmembrane protein 55B                                                                       | 3797                    | 0.107448027             | -           | No                 |
| row_14 | SNRPN   | SNRPN       | small nuclear ribonucleoprotein polypeptide N                                                   | 6505                    | 0.061767787             | -0.17739731 | No                 |
| row_15 | ATF7IP  | ATF7IP      | activating transcription factor 7 interacting protein                                           | 6518                    | 0.061665889             | -0.17560251 | No                 |
| row_16 | PDK1    | PDK1        | pyruvate dehydrogenase kinase, isozyme 1                                                        | 6714                    | 0.059431296             | -0.18230343 | No                 |
| row_17 | MTAP7   | null        | null                                                                                            | 7178                    | 0.053532049             | -0.20154612 | No                 |
| row_18 | RPS8    | RPS8        | ribosomal protein S8                                                                            | 7258                    | 0.05224485              | -0.2031891  | No                 |
| row_19 | ZRANB3  | ZRANB3      | zinc finger, RAN-binding domain containing 3                                                    | 7305                    | 0.051455405             | -0.20334543 | No                 |
| row_20 | IFITM1  | IFITM1      | interferon induced transmembrane protein 1 (9-27)                                               | 7310                    | 0.051400036             | -0.20157357 | No                 |
| row_21 | CDCA5   | CDCA5       | cell division cycle associated 5                                                                | 7806                    | 0.045140654             | -0.22260626 | No                 |
| row_22 | SAP30   | SAP30       | Sin3A-associated protein, 30kDa                                                                 | 8151                    | 0.040913802             | -0.2368598  | No                 |
| row_23 | SOCS2   | SOCS2       | suppressor of cytokine signaling 2                                                              | 8217                    | 0.040074095             | -0.23832244 | No                 |
| row_24 | SET     | SET         | SET translocation (myeloid leukemia-associated)                                                 | 8602                    | 0.035196245             | -0.25463194 | No                 |

|        |               |             |                                                                                               |       |              |             |    |
|--------|---------------|-------------|-----------------------------------------------------------------------------------------------|-------|--------------|-------------|----|
| row_25 | DDX5          | DDX5        | DEAD (Asp-Glu-Ala-Asp) box polypeptide 5                                                      | 8797  | 0.032882299  | -0.26229706 | No |
| row_26 | DTNB          | DTNB        | dystrobrevin, beta                                                                            | 8936  | 0.030956971  | -0.26746166 | No |
| row_27 | SUMO3         | SUMO3       | SMT3 suppressor of mif two 3 homolog 3 (S. cerevisiae)                                        | 9237  | 0.027616994  | -0.2801989  | No |
| row_28 | HELB          | HELB        | helicase (DNA) B                                                                              | 9332  | 0.026628224  | -0.28350598 | No |
| row_29 | SERBP1        | SERBP1      | SERPINE1 mRNA binding protein 1                                                               | 9811  | 0.021656102  | -0.3046509  | No |
| row_30 | USP1          | USP1        | ubiquitin specific peptidase 1                                                                | 9846  | 0.021147238  | -0.30540892 | No |
| row_31 | CDCA2         | CDCA2       | cell division cycle associated 2                                                              | 9941  | 0.020090438  | -0.30896476 | No |
| row_32 | MAT2A         | MAT2A       | methionine adenosyltransferase II, alpha                                                      | 10017 | 0.019158674  | -0.3116828  | No |
| row_33 | RTEL1         | RTEL1       | regulator of telomere elongation helicase 1                                                   | 10598 | 0.012642827  | -0.33785862 | No |
| row_34 | RPL22         | RPL22       | ribosomal protein L22                                                                         | 11042 | 0.008221313  | -0.35790613 | No |
| row_35 | TCEA3         | TCEA3       | transcription elongation factor A (SII), 3                                                    | 11272 | 0.005894694  | -0.3682067  | No |
| row_36 | NDG2          | null        | null                                                                                          | 11961 | -0.001813257 | -0.39975825 | No |
| row_37 | PRPF3         | PRPF3       | PRP3 pre-mRNA processing factor 3 homolog (S. cerevisiae)                                     | 12218 | -0.005089805 | -0.4113304  | No |
| row_38 | NOLA3         | NOLA3       | nucleolar protein family A, member 3 (H/ACA small nucleolar RNPs)                             | 13688 | -0.022528661 | -0.4779886  | No |
| row_39 | D11ERTD636E   | null        | null                                                                                          | 14197 | -0.029495742 | -0.50021404 | No |
| row_40 | EIF4A2        | EIF4A2      | eukaryotic translation initiation factor 4A, isoform 2                                        | 14511 | -0.033658732 | -0.5133189  | No |
| row_41 | TNFSF13       | TNFSF13     | tumor necrosis factor (ligand) superfamily, member 13                                         | 15104 | -0.042603198 | -0.5389063  | No |
| row_42 | EIF2S2        | EIF2S2      | eukaryotic translation initiation factor 2, subunit 2 beta, 38kDa                             | 15158 | -0.043515656 | -0.53968644 | No |
| row_43 | GLI2          | GLI2        | GLI-Kruppel family member GLI2                                                                | 15265 | -0.044932526 | -0.5428485  | No |
| row_44 | ADAM23        | ADAM23      | ADAM metallopeptidase domain 23                                                               | 15725 | -0.05214088  | -0.56196034 | No |
| row_45 | SOCS3         | SOCS3       | suppressor of cytokine signaling 3                                                            | 15780 | -0.053134516 | -0.5624205  | No |
| row_46 | 6720458F09RIK | null        | null                                                                                          | 15837 | -0.054061946 | -0.5629372  | No |
| row_47 | RPL7L1        | RPL7L1      | ribosomal protein L7-like 1                                                                   | 15948 | -0.055758376 | -0.5658713  | No |
| row_48 | KLF9          | KLF9        | Kruppel-like factor 9                                                                         | 16311 | -0.061642118 | -0.5801634  | No |
| row_49 | MTF2          | MTF2        | metal response element binding transcription factor 2                                         | 16366 | -0.062582664 | -0.58026403 | No |
| row_50 | SPP1          | SPP1        | secreted phosphoprotein 1 (osteopontin, bone sialoprotein I, early T-lymphocyte activation 1) | 16438 | -0.063809246 | -0.58109933 | No |
| row_51 | UTF1          | <b>UTF1</b> | undifferentiated embryonic cell transcription factor 1                                        | 16462 | -0.064121224 | -0.5797167  | No |

|        |               |               |                                                                                     |       |              |             |     |
|--------|---------------|---------------|-------------------------------------------------------------------------------------|-------|--------------|-------------|-----|
| row_52 | SOX2          | <b>SOX2</b>   | SRY (sex determining region Y)-box 2                                                | 16945 | -0.072903521 | -0.5990955  | No  |
| row_53 | CEP78         | CEP78         | centrosomal protein 78kDa                                                           | 17219 | -0.078515314 | -0.6086552  | No  |
| row_54 | PARP2         | PARP2         | poly (ADP-ribose) polymerase family, member 2                                       | 17637 | -0.087663405 | -0.6244851  | No  |
| row_55 | PARP1         | PARP1         | poly (ADP-ribose) polymerase family, member 1                                       | 17660 | -0.088166259 | -0.6221416  | No  |
| row_56 | MCM5          | MCM5          | MCM5 minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae) | 18225 | -0.101746246 | -0.64419174 | No  |
| row_57 | CENPA         | CENPA         | centromere protein A                                                                | 18283 | -0.103142962 | -0.642887   | No  |
| row_58 | 2410137M14RIK | null          | null                                                                                | 18324 | -0.104371876 | -0.64075416 | No  |
| row_59 | BXDC5         | BXDC5         | brix domain containing 5                                                            | 18481 | -0.108614817 | -0.64379126 | No  |
| row_60 | NFYB          | NFYB          | nuclear transcription factor Y, beta                                                | 18521 | -0.10969843  | -0.64140975 | No  |
| row_61 | IFITM2        | IFITM2        | interferon induced transmembrane protein 2 (1-8D)                                   | 18729 | -0.115985543 | -0.64651036 | Yes |
| row_62 | SFXN1         | SFXN1         | sideroflexin 1                                                                      | 18768 | -0.11710231  | -0.6438012  | Yes |
| row_63 | 2010315L10RIK | null          | null                                                                                | 18827 | -0.118882425 | -0.6419436  | Yes |
| row_64 | LRRC28        | LRRC28        | leucine rich repeat containing 28                                                   | 18942 | -0.122419268 | -0.6425251  | Yes |
| row_65 | ZSWIM1        | ZSWIM1        | zinc finger, SWIM-type containing 1                                                 | 19039 | -0.12601079  | -0.64214265 | Yes |
| row_66 | TRIB3         | TRIB3         | tribbles homolog 3 (Drosophila)                                                     | 19075 | -0.127131447 | -0.63891405 | Yes |
| row_67 | NANOG         | <b>NANOG</b>  | Nanog homeobox                                                                      | 19309 | -0.137075484 | -0.64440715 | Yes |
| row_68 | PRMT3         | PRMT3         | protein arginine methyltransferase 3                                                | 19319 | -0.137417853 | -0.63959223 | Yes |
| row_69 | EEF2          | EEF2          | eukaryotic translation elongation factor 2                                          | 19535 | -0.146405503 | -0.6439031  | Yes |
| row_70 | 2810410M20RIK | null          | null                                                                                | 19585 | -0.148272604 | -0.6405135  | Yes |
| row_71 | D16ERTD472E   | null          | null                                                                                | 19687 | -0.15261592  | -0.63934857 | Yes |
| row_72 | CDCA7         | CDCA7         | cell division cycle associated 7                                                    | 19704 | -0.153275639 | -0.63425195 | Yes |
| row_73 | RBM13         | RBM13         | RNA binding motif protein 13                                                        | 19879 | -0.161847979 | -0.6360909  | Yes |
| row_74 | WHSC2         | WHSC2         | Wolf-Hirschhorn syndrome candidate 2                                                | 19893 | -0.162809595 | -0.6304936  | Yes |
| row_75 | INPP5D        | INPP5D        | inositol polyphosphate-5-phosphatase, 145kDa                                        | 20023 | -0.171022817 | -0.6299152  | Yes |
| row_76 | CTBP2         | CTBP2         | C-terminal binding protein 2                                                        | 20032 | -0.171692967 | -0.62375015 | Yes |
| row_77 | FBXO15        | <b>FBXO15</b> | F-box protein 15                                                                    | 20088 | -0.175266832 | -0.61960924 | Yes |
| row_78 | HIRIP3        | HIRIP3        | HIRA interacting protein 3                                                          | 20158 | -0.180329308 | -0.6159191  | Yes |
| row_79 | SUV420H2      | SUV420H2      | suppressor of variegation 4-20 homolog 2 (Drosophila)                               | 20211 | -0.183906779 | -0.61131155 | Yes |
| row_80 | EZH2          | EZH2          | enhancer of zeste homolog 2 (Drosophila)                                            | 20238 | -0.186137646 | -0.60542417 | Yes |
| row_81 | IFITM3        | IFITM3        | interferon induced transmembrane protein 3 (1-8U)                                   | 20256 | -0.187499896 | -0.5990713  | Yes |
| row_82 | BCAT1         | BCAT1         | branched chain aminotransferase 1, cytosolic                                        | 20332 | -0.192903802 | -0.59517854 | Yes |

|         |               |              |                                                                                                |       |              |             |     |
|---------|---------------|--------------|------------------------------------------------------------------------------------------------|-------|--------------|-------------|-----|
| row_83  | MSH6          | MSH6         | mutS homolog 6 (E. coli)                                                                       | 20334 | -0.193132266 | -0.587876   | Yes |
| row_84  | PRPS1         | PRPS1        | phosphoribosyl pyrophosphate synthetase 1                                                      | 20552 | -0.209698319 | -0.5898706  | Yes |
| row_85  | MKRN1         | MKRN1        | makorin, ring finger protein, 1                                                                | 20574 | -0.210847974 | -0.58281314 | Yes |
| row_86  | RDBP          | RDBP         | RD RNA binding protein                                                                         | 20576 | -0.21099636  | -0.5748309  | Yes |
| row_87  | ZFP42         | <b>ZFP42</b> | zinc finger protein 42 homolog (mouse)                                                         | 20591 | -0.212323233 | -0.5673957  | Yes |
| row_88  | 1110001J03RIK | null         | null                                                                                           | 20615 | -0.214697197 | -0.5602837  | Yes |
| row_89  | 1700019D03RIK | null         | null                                                                                           | 20671 | -0.220182672 | -0.5544338  | Yes |
| row_90  | DNMT3L        | DNMT3L       | DNA (cytosine-5-)-methyltransferase 3-like                                                     | 20672 | -0.220273256 | -0.54605263 | Yes |
| row_91  | BAT1A         | null         | null                                                                                           | 20746 | -0.228461891 | -0.540715   | Yes |
| row_92  | PHC1          | PHC1         | polyhomeotic homolog 1 (Drosophila)                                                            | 20784 | -0.232668951 | -0.5335627  | Yes |
| row_93  | GSTA4         | GSTA4        | glutathione S-transferase A4                                                                   | 20828 | -0.236806855 | -0.5265287  | Yes |
| row_94  | TXNIP         | TXNIP        | thioredoxin interacting protein                                                                | 20845 | -0.238375276 | -0.51819414 | Yes |
| row_95  | ZNRD1         | ZNRD1        | zinc ribbon domain containing 1                                                                | 20873 | -0.241134763 | -0.5102601  | Yes |
| row_96  | 5730590G19RIK | null         | null                                                                                           | 20882 | -0.242192239 | -0.50141263 | Yes |
| row_97  | DPPA4         | DPPA4        | developmental pluripotency associated 4                                                        | 20900 | -0.244271606 | -0.4928997  | Yes |
| row_98  | EXOSC2        | EXOSC2       | exosome component 2                                                                            | 20929 | -0.247778371 | -0.48475885 | Yes |
| row_99  | KLF2          | KLF2         | Kruppel-like factor 2 (lung)                                                                   | 20973 | -0.252423555 | -0.47713068 | Yes |
| row_100 | SF3B5         | SF3B5        | splicing factor 3b, subunit 5, 10kDa                                                           | 21115 | -0.271789193 | -0.47326973 | Yes |
| row_101 | NUDT1         | NUDT1        | nudix (nucleoside diphosphate linked moiety X)-type motif 1                                    | 21135 | -0.274910897 | -0.4636829  | Yes |
| row_102 | SLC7A3        | SLC7A3       | solute carrier family 7 (cationic amino acid transporter, y+ system), member 3                 | 21175 | -0.284072369 | -0.45466667 | Yes |
| row_103 | 1190003J15RIK | null         | null                                                                                           | 21199 | -0.289055347 | -0.4447255  | Yes |
| row_104 | TCFCP2L1      | null         | null                                                                                           | 21231 | -0.295461208 | -0.43490827 | Yes |
| row_105 | NODAL         | NODAL        | nodal homolog (mouse)                                                                          | 21259 | -0.299845278 | -0.42474037 | Yes |
| row_106 | RFC5          | RFC5         | replication factor C (activator 1) 5, 36.5kDa                                                  | 21293 | -0.305045396 | -0.41465038 | Yes |
| row_107 | SLC7A7        | SLC7A7       | solute carrier family 7 (cationic amino acid transporter, y+ system), member 7                 | 21309 | -0.308559835 | -0.4035994  | Yes |
| row_108 | ELOVL6        | ELOVL6       | ELOVL family member 6, elongation of long chain fatty acids (FEN1/Elo2, SUR4/Elo3-like, yeast) | 21312 | -0.308906019 | -0.39193776 | Yes |
| row_109 | HEATR1        | HEATR1       | HEAT repeat containing 1                                                                       | 21316 | -0.309744179 | -0.38029018 | Yes |
| row_110 | ITPK1         | ITPK1        | inositol 1,3,4-triphosphate 5/6 kinase                                                         | 21359 | -0.32028991  | -0.3700338  | Yes |
| row_111 | CHAC1         | CHAC1        | ChaC, cation transport regulator homolog 1 (E. coli)                                           | 21361 | -0.320557564 | -0.3578829  | Yes |
| row_112 | EMG1          | EMG1         | EMG1 nucleolar protein homolog (S. cerevisiae)                                                 | 21362 | -0.320598304 | -0.34568444 | Yes |

|         |               |               |                                                                                |       |              |             |     |
|---------|---------------|---------------|--------------------------------------------------------------------------------|-------|--------------|-------------|-----|
| row_113 | SLC7A5        | SLC7A5        | solute carrier family 7 (cationic amino acid transporter, y+ system), member 5 | 21472 | -0.355196297 | -0.33717924 | Yes |
| row_114 | POU5F1        | <b>POU5F1</b> | POU domain, class 5, transcription factor 1                                    | 21481 | -0.356226653 | -0.32399285 | Yes |
| row_115 | 2410146L05RIK | null          | null                                                                           | 21486 | -0.357585788 | -0.31057093 | Yes |
| row_116 | 1810009A15RIK | null          | null                                                                           | 21492 | -0.358998835 | -0.29714116 | Yes |
| row_117 | E130014J05RIK | null          | null                                                                           | 21555 | -0.38197422  | -0.28545696 | Yes |
| row_118 | SLC29A1       | SLC29A1       | solute carrier family 29 (nucleoside transporters), member 1                   | 21576 | -0.390425265 | -0.27152088 | Yes |
| row_119 | GDF3          | GDF3          | growth differentiation factor 3                                                | 21611 | -0.402611822 | -0.25776455 | Yes |
| row_120 | LSG1          | LSG1          | large subunit GTPase 1 homolog (S. cerevisiae)                                 | 21636 | -0.41734761  | -0.24298795 | Yes |
| row_121 | PFKP          | PFKP          | phosphofructokinase, platelet                                                  | 21649 | -0.423967302 | -0.22740793 | Yes |
| row_122 | TDH           | TDH           | L-threonine dehydrogenase                                                      | 21674 | -0.436819315 | -0.21189044 | Yes |
| row_123 | JAM2          | JAM2          | junctional adhesion molecule 2                                                 | 21681 | -0.441345453 | -0.19537346 | Yes |
| row_124 | KLHDC4        | KLHDC4        | kelch domain containing 4                                                      | 21686 | -0.444082767 | -0.1786604  | Yes |
| row_125 | RPA2          | RPA2          | replication protein A2, 32kDa                                                  | 21706 | -0.457072049 | -0.16214252 | Yes |
| row_126 | ALDH2         | ALDH2         | aldehyde dehydrogenase 2 family (mitochondrial)                                | 21708 | -0.459677011 | -0.14469823 | Yes |
| row_127 | TEX19         | null          | null                                                                           | 21738 | -0.476422101 | -0.12790368 | Yes |
| row_128 | UPP1          | UPP1          | uridine phosphorylase 1                                                        | 21805 | -0.550687551 | -0.10998396 | Yes |
| row_129 | COBL          | COBL          | cordon-bleu homolog (mouse)                                                    | 21846 | -0.65298897  | -0.08697679 | Yes |
| row_130 | RUVBL1        | RUVBL1        | RuvB-like 1 (E. coli)                                                          | 21855 | -0.686460555 | -0.06122534 | Yes |
| row_131 | VEGFC         | VEGFC         | vascular endothelial growth factor C                                           | 21865 | -0.717081189 | -0.03435477 | Yes |
| row_132 | GBX2          | GBX2          | gastrulation brain homeobox 2                                                  | 21888 | -0.931904852 | 9.21E-05    | Yes |

How the deposited data were processed for this re-analysis (not part of the article)

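Gene expression was measured in 8 mouse ESC lines, 3 wild-type (lines 3, 3.2 and 3.3), 2 heterozygous (lines 5 and 3.1) and 3 Zfp281 null (lines 7, 3.34 and 3.38), with 1 Affymetrix mouse genome array for each line. The genotype and line of each array were taken from the sample labels and the column names of Fig. 3A. The lines were derived from blastocysts, 1 array was made from each, and the spread between arrays of a genotype holds both the differences between lines and the technical error.

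The authors normalized the arrays together by RMA and deposited log2 values for each probe set. RMA and limma are named in the methods and in the submitters' processing notes, and their versions are not given in the sources used here. The authors also deposited, for each array, a table of linear signal values, in which the Affymetrix software gives each probe set a detection call and a detection p-value. Its scaling is not given in the sources used here. Each column of log2 values was checked against the signal values of all 8 arrays, and matched those of its own array best. The scale of the log2 values is that of their range, 2.28 to 14.39, and the medians of the arrays lay between 3.87 and 3.92.

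Of 45101 probe sets, 64 control probe sets were left out. Names came from the platform annotation, which gives 1 gene for 34945 probe sets, several for 932 and no listed gene for 9160. Of the probe sets with 1 gene, 34741 were matched by Entrez identifier to a current gene table, and no symbol had to be updated. Each of 18193 genes was represented by the probe set with the highest mean over the 8 arrays. No coordinates are printed, since no genome build goes with these values, and the gene table (RefSeq genes of the GRCm38.p6 assembly) was used only for names, for the genes beside Zfp281 and for the X chromosome.

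Comparisons between genotypes used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on the log2 values of all 8 arrays, with a mean for each genotype and Benjamini-Hochberg adjustment over all genes. Genes were counted at a log2 fold change over 1 or under −1, the threshold in the methods, at an adjusted p under 0.05, and at both. Gene lists were tested with camera from limma, with its preset correlation of 0.01 and again with an estimated correlation, adjusted over the 26 lists with at least 3 members measured. With the estimated correlation no list passed camera. Fry from limma, a rotation test, was run on the same lists with all lines kept. For null against wild-type its adjusted p was 0.0330 for the Oct4-activated, pluripotency and ribosome biogenesis lists and at least 0.114 for the others. The members of each list that passed were also counted after adjustment over the list alone. The enrichment score of the Oct4-activated genes was computed as the methods describe (Signal2Noise, weighted), with a floor on the SD of 0.2 times the mean, and all 20 labellings of 3 wild-type and 3 null arrays were enumerated. Arrays were clustered by average linkage on 1 minus the Pearson correlation. The 3′ minus 5′ difference is the mean of those of the Gapdh and beta-actin control probe sets. Further tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and statmod 1.5.0.

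The named genes follow a rule set before the data were examined, as were the gene lists and the alternative settings, except where said. They are every gene the paper names as a marker or array result, except the mesoderm marker T, which matched no measured gene. Added to these were the 10 highest and 10 lowest fold changes between null and wild-type among genes at an adjusted p under 0.05 whose lines do not overlap. The others are the 5 highest and 5 lowest for heterozygous lines (with the largest non-overlapping changes where too few passed), and up to 4 members of each list with the smallest adjusted p. The values of Table S3 had been read before the lists were written, so the ribosome biogenesis and amino acid response lists are not blind to it. The lists were pluripotency factors and ESC markers, postimplantation epiblast genes, primitive and definitive endoderm, trophectoderm, mesoderm and ectoderm markers, feeder fibroblast markers, two-cell-like genes, germline genes, DNA methylation enzymes, NuRD and NODE repressor subunits, Polycomb subunits, ribosome biogenesis factors, DNA replication and cell cycle genes, apoptosis genes, LIF and STAT3, FGF and ERK, Nodal and Wnt pathway genes, amino acid response genes, immediate early and heat shock genes, Y-linked genes, Xist, imprinted genes, Zfp281 itself and the Oct4-activated genes of Table S3. The 50 genes on each side of Zfp281 and all X-linked genes were added from the gene table.

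A gene was taken as detected in a genotype by the detection calls on its probe sets. Where no line of a genotype detected it, the fold is a bound, computed against the higher of its own value and the lowest value among detected probe sets of each array, and is written as at least that many fold. Such a bound allows for background but not for the spread between lines. No fold is given where neither genotype detected the gene or the bound is under 1. Arrays give no read depth, and their number limits the precision. The fit was tested on simulated data with 100 genes changed by a log2 size of 1 and 100 by 2 among 18193 genes for the null and wild-type comparison: 61 of the former, 93 of the latter and 12 of 17993 unchanged genes passed.

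The settings chosen before the data were seen were the signal values (floored at the 5th percentile, log2, quantile normalized), median centring and quantile normalization of the deposited values, the mean of the probe sets of a gene, any probe set, counts of probe sets, only the 7306 genes detected in every line of a genotype, only the genotypes compared, a trended and robust eBayes, each line left out, and for the enrichment score linear values, no floor and no weight. Others were added after the data were seen: control probe sets included in the count, the highest value on each array for the enrichment score, the 3′ minus 5′ difference as a covariate, the signal values for the array quality, and the counts without wild-type line 3.2 and heterozygous line 3.1. The Oct4-repressed gene set, the published lists of Zfp281 targets, quantitative PCR and protein data were not analysed here.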

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

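The tests of RNA quality, of the sex of the lines, of feeder fibroblasts and of the shared wild-type arrays were chosen only after the results were seen, as was the 3′ minus 5′ difference as a covariate. The other tests here were set before.

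Rps4l, which the paper does not discuss, had a log2 fold change of 2.58 between null and wild-type ESCs, and Rragd one of −3.10, each the most extreme among the genes named by the rule that the paper does not discuss. The 3′ minus 5′ difference of the control probe sets, which the paper does not report, was lower in null than in wild-type lines by a log2 value of −1.31. Between heterozygous and wild-type ESCs, which the paper's array results do not compare, 61 genes were past 2-fold.

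Of the genes past 2-fold, 250 were higher and 200 were lower in null ESCs, against at most 106 and 106 in any other split of the 6 arrays, and 206 genes passed an adjusted p under 0.05 in limma and 121 both thresholds, against 0 and 0; the real split is 1 of 10, too few for a share under 0.05. Predictions were made from the trend of each gene with the 3′ minus 5′ difference within genotypes. The higher genes were predicted to rise by a median of 0.72 of the measured 1.26 (permutation p = 0.0417 over 72 reassignments). With 1 line left out this was 0.56 to 0.92, as RNA quality as a partial source would give. The lower genes were predicted to change by −0.58 of −1.26 (permutation p = 0.111), or −0.20 to −0.77 with 1 line left out. For these, RNA quality and genotype cannot be told apart. At the genes with an adjusted p under 0.05 from limma the predictions were 0.40 of 1.02 (permutation p = 0.0694) and −0.33 of −1.21 (permutation p = 0.0278). A small p favours genes with little spread within genotypes, which keeps such predictions small, so their size does not decide on RNA quality. With the difference as a covariate the 206 genes kept their sign, their median size went from 1.10 (median standard error 0.17) to 0.74 (0.31) and none passed in limma, as the sizes shrank and the errors grew with 79.1% of the variance of the difference lying between genotypes, while the size of Rragd went from 3.10 (standard error 0.17) to 3.21 (0.36) and its call ended by the larger error; the 206 were already 2, 4 and 3 without wild-type line 3, wild-type line 3.2 and null line 7. The Y-linked Eif2s3y was low in all null lines, in heterozygous line 5 and in wild-type line 3.3, but its trend within genotypes predicted 0.22 of the 1.26 and −0.10 of the −1.26 (at most 0.29 and −0.21 with any 1 line left out), and heterozygous line 5 differed from line 3.1 by 0.20 and −0.25 at these genes, which argues against the sex of the lines as the source of the whole pattern. Wild-type line 3.3 lay a median of 0.35 of the way from the other wild-type lines to null at the higher and 0.07 at the lower genes, so a smaller part from sex stays among the open explanations, as does loss of Zfp281.

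The Oct4-activated and pluripotency genes, 139 in all, had a median log2 fold change of 0.43 in null ESCs, and the camera p of the Oct4-activated set had a negative log10 of 13.0, against at most 7.32 in the other splits (1 of 10, too few for a share under 0.05), while its adjusted p was 0.205 with an estimated correlation. The trend with the median of the 19 feeder fibroblast markers, 15 of them detected in these ESCs and none in another list, predicted 0.097 of the 0.43 (permutation p = 0.0694, and at most 0.11 with any 1 line left out), which argues against fewer feeder cells in null lines as the source of most of the rise. Of these markers Acta2 and Col1a2 were at 9.15 and 9.15 in wild-type and 8.62 and 8.61 in null ESCs. RNA quality cannot be told apart from genotype here, since its trend predicted 0.16 of the 0.43 (permutation p = 0.111). With 1 line left out this prediction lay between 0.056 and 0.41. With RNA quality as a covariate, the camera adjusted p at the preset correlation was 0.000821 for the Oct4-activated and 0.0118 for the pluripotency genes. An estimated correlation without the covariate gave camera adjusted p values of 0.205 and 0.225. The rotation test fry, also without the covariate, gave an adjusted p of 0.0330 for both. In heterozygous lines the median was 0.10 (camera p = 0.000345, or p = 0.150 with an estimated correlation), below the share of the null value set in advance but above 0, so an effect of the number of Zfp281 alleles could not be decided. Sex was not tested for these genes. The wild-type and heterozygous lines low in Eif2s3y had the higher list medians. For the pluripotency list wild-type line 3.3 was at 8.15 (7.58 and 7.83 in others) and heterozygous line 5 at 8.53 (7.87 in line 3.1). For the Oct4-activated set these were 7.85 (7.53 and 7.56) and 7.84 (7.59). The null lines, all low in Eif2s3y, were at 8.32 to 8.47 and 7.99 to 8.21, so a part from sex stays open.

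At the 80 genes lower in null ESCs at an adjusted p under 0.05 from limma, the heterozygous lines lay between the other genotypes for 71, with a median shift from wild-type of −0.45 on the log2 scale. At the 126 higher genes they lay between for 63, with a median shift of 0.00058. The trend with the 3′ minus 5′ difference predicted a shift of 0.0079 at the lower genes, which argues against RNA quality as its source. The shift lay within the range of 100 simulated data sets with unchanged heterozygous lines, −0.56 to 0.26, but wild-type arrays shared by both comparisons could shift the higher genes toward null too, so these arrays and a dose effect of Zfp281 cannot be told apart.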

How the results depend on the processing

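The 3′ minus 5′ difference as a covariate, the control probe sets in the count, the highest value on each array for the enrichment score, the signal values for the array quality and the omission of wild-type line 3.2 with heterozygous line 3.1 were chosen only after the results were seen; the other settings were planned. No direction of a named gene that passed was reversed under any setting. Between 0 and 4 named genes that had not passed changed sign in each setting, and the cause of the changes was not tested unless said. The null lines formed a branch of their own in every setting of the clustering. No paired analysis was made, because the ESC lines carry line names and no shared replicate numbers. The paper derived its lines in independent experiments, and a grouping of the lines by experiment was not tested. Values that are called absent limit the dim genes, where RMA values lie near background.

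Between null and wild-type ESCs (450 genes past 2-fold, 206 at an adjusted p under 0.05 from limma, 121 at both), signal values gave 3471 past 2-fold (1812 higher, 1659 lower) and 0 and 0 at the others, with 1916 at an unadjusted p under 0.05. The mean of probe sets gave 248 (70 lower) and 59 at both. Detected genes alone gave 442 and 256, as fewer genes were tested. Any probe set gave 413 higher and 182 at both. Probe sets counted gave 847 (520 higher, 327 lower), and 850 (523 and 327) with control probe sets. The covariate gave 113 higher and 193 lower (36.9% higher), 0 at an adjusted p (462 unadjusted) and 0 at both. Without wild-type line 3.2 and heterozygous line 3.1 there were 5 and 5. Leaving out 1 line gave 330 (wild-type line 3.2) to 617 (wild-type line 3.3) past 2-fold, 175 to 377 higher (the same lines), 141 (null line 7) to 265 (wild-type line 3) lower, 2 (wild-type line 3) to 208 (wild-type line 3.3) at an adjusted p and 2 to 159 at both. The 206 were also 4 without wild-type line 3.2 and 3 without null line 7. Of the 35 named genes that passed, 30 did after quantile normalization, 31 after median centring, 33 of 33 among detected genes, 21 with the mean of probe sets and 0 with the covariate or signal values.

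Between heterozygous and wild-type ESCs (61 past 2-fold, 0 at an adjusted p from limma, 701 unadjusted), there were 3323 with signal values, 32 with the mean, 100 and 100 for probe sets without and with controls, and 248 without both lines. At an adjusted p there was 1 gene with any probe set, and 1 probe set without and 1 with controls. Leaving out 1 line gave 58 to 234 (heterozygous line 3.1) and 0 to 2 (wild-type line 3). Between null and heterozygous ESCs (441 and 0, 2512 unadjusted), there were 4084 with signal values, 252 with the mean, 736 with any probe set, and 911 and 916 for probe sets. At an adjusted p there were 20 with the mean, 166 with detected genes, 96 with only these genotypes, 43 with a trended eBayes, 4 with any probe set, and 5 and 5 for probe sets. Leaving out 1 line gave 363 to 759 (heterozygous line 5) and 0 to 346 (wild-type line 3.2, with 121 for wild-type line 3.3).

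Of 26 lists, 7 passed camera, 5 with signal values, 5 with detected genes, 4 with the covariate and 0 with an estimated correlation, where the Oct4-activated set had an adjusted p of 0.205; leaving out 1 line gave 5 to 10. The enrichment score was −0.711 on linear values, −0.399 unweighted, −0.688 with the mean, −0.445 with signal values and −0.608 with detected genes, and −0.671 to −0.629 with 1 line left out.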

Differences from the paper's values

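The counts of probe sets with control probe sets and the highest value on each array were chosen only after the values were seen.

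The paper reports 850 genes past a 2-fold change between null and wild-type ESCs, where 450 were found here, with no p threshold in either count. Of the settings chosen before the data were examined, 657 with any probe set, 847 with probe sets counted, 617 without wild-type line 3.3 and 582 without null line 3.34 lie within 1.5 times the paper's value, and the others do not. The paper reports 327 lower genes, where 200 were found here. Within 1.5 times of it lie 244 with any probe set, 327 with probe sets counted, 265 without wild-type line 3, 240 without wild-type line 3.3, 250 without null line 3.34 and 253 without null line 3.38, and the other settings chosen beforehand do not. The paper reports 523 higher genes, where 250 were found here. Within 1.5 times of it lie 413 with any probe set, 520 with probe sets counted and 377 without wild-type line 3.3, and the other settings chosen beforehand do not. Counting probe sets with the control probe sets included, a setting chosen after seeing the values, gives 523 higher and 327 lower, 850 in all. This is the setting under which the values equal the paper's, not the paper's stated method.

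The paper states that many pluripotency factors are higher in null ESCs, with Nanog, Oct4, Sox2, Utf1, Rex1 and Fbxo15 as examples. It also reports quantitative PCR with a transgenic rescue for Nanog, Oct4 and Rex1, and Western blots for Nanog and Oct4. These data were not analysed here. Over the Oct4-activated genes measured here, 92 of 124 had a higher mean in null ESCs, and so had all 6 examples with all lines kept. For Utf1 this rests on a probe set that was called present on no array, so its value may be background. Zfp42 had a log2 fold change of −0.04 without wild-type line 3, and Utf1 one of 0.03 without null line 3.34. None of the 6 passed an adjusted p under 0.05 in limma, with log2 fold changes of 0.50 for Nanog, 1.29 for Pou5f1, 0.30 for Sox2, 0.20 for Utf1, 0.69 for Zfp42 and 0.58 for Fbxo15. Pou5f1 passed when only detected genes were tested (adjusted p = 0.0392 from limma) and without wild-type line 3.3 (adjusted p = 0.0438 from limma). The Signal2Noise of these 6 genes, when rounded, equals that of Table S3, with −0.1371 for Nanog in both. Over all 124 genes 108 were within 0.002 of it, and 114 with the highest value on each array.

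The paper states that the endoderm markers Gata6, Cxcr4 and Sox17 are derepressed in null ESCs, by quantitative PCR, which was not analysed here. The paper measured them in pairs of wild-type and null lines, while the array values here compare means over 3 lines of each genotype. On the arrays Gata6 had a log2 fold change of −0.04 (adjusted p = 0.974 from limma), which was 0.17 without wild-type line 3, the paper's direction, and −0.33 without wild-type line 3.2. Sox17 had one of −0.98 (adjusted p = 0.385 from limma), or −1.48 without wild-type line 3.2. Cxcr4, detected in 2 wild-type and no null lines, had a mean at least 1.22-fold lower in null ESCs (adjusted p = 0.462 from limma), and the bound went from −0.28 to −0.12 on the log2 scale without wild-type line 3.2. The lines overlapped for Cxcr4, with null line 3.38 at 3.16 and wild-type line 3.3 at 3.07, so a decrease is not established. The paper states that Cdx2, Rhox6 and Elf5 are lower. Cdx2 and Elf5 were detected on no array, and Rhox6 had a log2 fold change of −0.49 (adjusted p = 0.781 from limma), in the direction stated, which was 0.03 without wild-type line 3 and −1.19 without wild-type line 3.2.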

Other observations

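In this part only the 3′ minus 5′ difference as a covariate was chosen after the results were seen.

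Feeder fibroblast markers and genes of the amino acid response passed camera with its preset correlation between null and wild-type ESCs, but neither did with an estimated correlation (adjusted p = 0.741 and 0.723), and no single member passed in limma with all genes and lines kept. Of 19 feeder fibroblast markers, 16 were lower in null ESCs, among them Mmp2, a matrix protease (log2 fold change −0.86, adjusted p = 0.160 from limma, on a probe set called present in 1 wild-type and no null line), and Col5a1, a collagen (−0.54, adjusted p = 0.166, or −0.35 without wild-type line 3.2). Their median was −0.45 and their camera adjusted p 0.0166, which was 0.198 without wild-type line 3.2, 0.0550 without null line 3.34, 0.0831 with signal values and 0.0981 with detected genes. The list of 19 amino acid response genes was written after Table S3 had been read. Of these genes, none passed over all genes and 3 were higher when adjusted over the list alone, with a median of 0.43. Atf4, their transcription factor, had a log2 fold change of 0.76 (adjusted p = 0.113 from limma), and Aars, an aminoacyl-tRNA synthetase, one of 0.59 (adjusted p = 0.107, or 1.43 and adjusted p = 0.0366 with the mean of probe sets). The camera adjusted p of the list was 0.0169, which was 0.219 without wild-type line 3.3, 0.0930 without null line 7, 0.0819 without null line 3.38, 0.131 with signal values and 0.0645 with detected genes. The 16 imprinted genes measured had a median of −0.27 and did not pass, with a camera adjusted p of 0.0637, or adjusted p = 0.507 with an estimated correlation. Plagl1, a zinc finger gene expressed from the paternal allele, had a log2 fold change of −2.03 (adjusted p = 0.110 from limma), and the noncoding RNAs Rian and Meg3 of the Dlk1-Dio3 cluster had −1.30 (adjusted p = 0.170) and −1.23 (adjusted p = 0.219). The imprinted list passed without wild-type line 3.2 (camera adjusted p = 0.0125) and without null line 3.34 (0.0124), and after median centring (0.0447), quantile normalization (0.0479) or with a trended eBayes (0.0475). The 3′ minus 5′ difference of the control probe sets was lower in null lines, and with it as a covariate the camera adjusted p was 0.563 for the fibroblast, 0.814 for the amino acid response and 0.868 for the imprinted genes.

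Among 18 genes of the postimplantation epiblast, Etv4, an ETS factor detected in 1 null line and no wild-type line, was at least 2.19-fold higher (adjusted p = 0.0370 from limma), and Pou3f1, a POU factor of the epiblast, fell from a log2 value of 6.24 ± 0.35 (SD, n = 3 lines) to 4.87 ± 0.42 (SD, n = 3), a log2 fold change of −1.37 (standard error 0.25, adjusted p = 0.0473 from limma). Etv4 did not pass without any 1 of the wild-type lines or null line 7 (adjusted p of up to 0.124 from limma), and Pou3f1 passed only without null line 3.34 (up to 0.188 otherwise). The median of the list was −0.39 and its camera adjusted p 0.202, with 0.0359 without wild-type line 3.2 and 0.0228 without null line 3.34, or adjusted p = 0.683 with an estimated correlation and all lines. Of 18 trophectoderm markers none passed with all lines kept, with a median of −0.11 and a camera adjusted p of 0.255, which was 0.0412 without wild-type line 3.2 and 0.0171 without null line 3.34, or adjusted p = 0.785 with an estimated correlation and all lines. Krt8, a keratin, had a log2 fold change of −1.76 (adjusted p = 0.259 from limma), and passed without null line 3.34 at −2.68 (adjusted p = 0.0367 from limma). No member passed among 14 mesoderm markers (median 0.02, camera adjusted p = 0.882, direction down), 13 ectoderm markers (0.06, 0.651), 3 two-cell-like genes (−0.02, 0.877, direction up), 16 germline genes (0.20, 0.304, and 0.0133 without null line 3.34), 8 DNA methylation enzymes (0.29, 0.801), 15 NuRD and NODE subunits (−0.11, 0.651) and 16 apoptosis genes (0.03, 0.801; 1 higher when adjusted over the list alone). With all genes and lines kept, nor did any among 16 Polycomb subunits (median 0.21, camera adjusted p = 0.219; 3 higher and 2 lower when adjusted over the list alone), 14 LIF and STAT3 pathway genes (−0.01, 0.584, direction up; 4 higher when adjusted over the list alone), 10 Wnt targets (−0.07, 0.651), 11 immediate early and heat shock genes (0.02, 0.882) and 3 Y-linked genes (−0.28, 0.651). Etv4 was the only one of 10 FGF and ERK feedback genes to pass (−0.04, 0.682, direction up, and 0.0118 with the covariate, where the median was 0.53), and Gdf3 the only one of 11 Nodal pathway genes (−0.16, 0.882). When adjusted over the list alone, 2 were higher in the former, 2 higher and 2 lower in the latter, and 2 higher and 3 lower among the epiblast genes. Of the 100 genes beside Zfp281, Kif21b, a kinesin, fell with a log2 fold change of −0.69 (standard error 0.12, adjusted p = 0.0465 from limma) and the others did not pass (median −0.06, camera adjusted p = 0.310). Kif21b did not pass with any single line left out (adjusted p between 0.0507 and 0.152 from limma). Nr5a2, also a pluripotency gene, had the highest log2 fold change of these 100 genes, 1.42 (adjusted p = 0.0672 from limma). Of 617 X-linked genes 2 rose and 7 fell (median −0.03, camera adjusted p = 0.304, and 0.0116 without null line 3.38). With the covariate the X-linked list passed, with a median of −0.19 and a camera adjusted p of 2.42e-07. These calls are at the preset correlation: with an estimated one and no covariate the adjusted p was 0.876 for the X-linked and 0.912 for the FGF and ERK list, and no list passed. Xist had a log2 fold change of −0.57 (adjusted p = 0.716 from limma), which was 0.01 without wild-type line 3.3.

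In heterozygous lines the pluripotency genes had a median log2 fold change of 0.41 against wild-type (camera adjusted p = 3.14e-07, or adjusted p = 0.807 with an estimated correlation) and the endoderm markers one of −0.39 (camera adjusted p = 0.00339, or adjusted p = 0.807 with an estimated correlation). The Oct4-activated genes had a median of 0.07 (camera adjusted p = 0.0492, or adjusted p = 0.829 with an estimated correlation) and the imprinted genes one of −0.40 (camera adjusted p = 0.0492, or adjusted p = 0.807 with an estimated correlation), with no member of these lists passing in limma. The median level of the pluripotency list was 8.53 in heterozygous line 5 but 7.87 in line 3.1, within the wild-type range of 7.58 to 8.15, and that of the Oct4-activated set, at 7.84 and 7.59, lay within its wild-type range of 7.53 to 7.85 in both. Whether these medians differ from those of null ESCs was not tested.

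The paper measured further markers in null ESCs by quantitative PCR. Sall4, Tcf7l1 (Tcf3 in the paper) and Esrrb, given last here, are instead named in its discussion. On the arrays Tbx3 had a log2 fold change of 0.40 between null and wild-type ESCs (standard error 0.36, adjusted p = 0.687 from limma) and Hnf4a one of −0.08 (standard error 0.24, adjusted p = 0.937 from limma, or 0.16 without null line 3.34), on a probe set called present on no array. Fgf5 and Gata4, detected in 1 and 2 wild-type lines and no null line, were at least 1.83-fold and 1.38-fold lower (adjusted p = 0.269 and 0.344 from limma), which did not pass, and Pax3 was detected on no array. On the log2 scale the bound of Fgf5 went from −0.88 to −0.50 without wild-type line 3.3 and to −1.33 without wild-type line 3, and that of Gata4 from −0.47 to −0.18 without wild-type line 3. Sall4 had a log2 fold change of −0.07 (standard error 0.17, adjusted p = 0.917 from limma, or 0.13 without null line 3.38). Tcf7l1 had one of −0.93 (standard error 0.21, adjusted p = 0.0718 from limma). It passed when only detected genes were tested (adjusted p = 0.0451 from limma) and without wild-type line 3.3 (adjusted p = 0.0487 from limma). Its probe set was called present in 3 wild-type and no null lines, so that the null value on it may be background. Another Tcf7l1 probe set was called present in 3 wild-type and 3 null lines. It also had a log2 fold change of −0.93 (standard error 0.28, adjusted p = 0.173 from limma over all probe sets). Esrrb had one of −0.03 (standard error 0.17, adjusted p = 0.966 from limma, or 0.15 without null line 3.38), and 0.96 on another of its probe sets (adjusted p = 0.110 from limma over all probe sets).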
